# miR-182 Modulates Myocardial Hypertrophic Response Induced by Angiogenesis in Heart

**DOI:** 10.1038/srep21228

**Published:** 2016-02-18

**Authors:** Na Li, Cheol Hwangbo, Irina M. Jaba, Jiasheng Zhang, Irinna Papangeli, Jinah Han, Nicole Mikush, Bruno Larrivée, Anne Eichmann, Hyung J. Chun, Lawrence H. Young, Daniela Tirziu

## Abstract

Myocardial hypertrophy is an adaptive response to hemodynamic demands. Although angiogenesis is critical to support the increase in heart mass with matching blood supply, it may also promote a hypertrophic response. Previously, we showed that cardiac angiogenesis induced by placental growth factor (PlGF), promotes myocardial hypertrophy through the paracrine action of endothelium-derived NO, which triggers the degradation of regulator of G protein signaling 4 (RGS4) to activate the Akt/mTORC1 pathways in cardiomyocytes. Here, we investigated whether miRNAs contribute to the development of hypertrophic response associated with myocardial angiogenesis. We show that miR-182 is upregulated concurrently with the development of hypertrophy in PlGF mice, but not when hypertrophy was blocked by concomitant expression of PlGF and RGS4, or by PlGF expression in eNOS^−/−^ mice. Anti-miR-182 treatment inhibits the hypertrophic response and prevents the Akt/mTORC1 activation in PlGF mice and NO-treated cardiomyocytes. miR-182 reduces the expression of Bcat2, Foxo3 and Adcy6 to regulate the hypertrophic response in PlGF mice. Particularly, depletion of Bcat2, identified as a new miR-182 target, promotes Akt^Ser473^/p70-S6K^Thr389^ phosphorylation and cardiomyocyte hypertrophy. LV pressure overload did not upregulate miR-182. Thus, miR-182 is a novel target of endothelial-cardiomyocyte crosstalk and plays an important role in the angiogenesis induced-hypertrophic response.

Cardiac hypertrophy is a compensatory adaptation to increased hemodynamic demands. While in normal conditions the coronary vasculature provides sufficient oxygen and nutrient delivery, during myocardial hypertrophy an increase in coronary blood supply is critical to support the increase in heart mass and function^1^. Although cardiomyocytes secrete growth factors that can induce an angiogenic response, in some cases the extent of angiogenesis may be limited and imbalanced relative to the extent of hypertrophy, which ultimately leads to heart failure^2^,^3^,^4^,^5^. On the other hand, several studies collectively demonstrate that angiogenesis may conversely promote myocardial hypertrophy^6^,^7^,^8^,^9^,^10^,^11^,^12^.

Previously, we showed that cardiac-specific transgenic expression of angiogenic factors PR39^7^ or placental growth factor (PlGF)^11^ promotes myocardial hypertrophy through a paracrine mechanism mediated by the endothelium-released nitric oxide (NO) that coordinates angiogenesis and cardiomyocyte growth. Our studies focused on the role of NO in the degradation of regulator of G protein signaling type 4 (RGS4) through the Arg/N-end rule pathway of protein degradation^13^. RGS4 is a GTPase-activating protein for heterotrimeric Gq and Gi, which are associated with the hypertrophic response in failing human myocardium^14^. We determined that the increased vascular density and higher baseline NO production accelerated the degradation of RGS4 and promoted cardiomyocyte hypertrophy by relieving the repression of Gβγ-dependent PI3Kγ activation of the Akt/ mTORC1 pathway^11^. Moreover, the angiogenesis-induced myocardial hypertrophy was characterized by normal LV contractile function and no evidence of fibrosis or induction of markers associated with pathological hypertrophy^11^. Additional factors might modulate the activation of the Akt/mTORC1 pathway and we therefore investigated whether miRNAs contribute to the induction of the hypertrophic response associated with myocardial angiogenesis.

Thus, we studied the expression pattern of miRNAs in the mouse model of PlGF-induced myocardial angiogenesis^11^ and the effects of anti-miRs in these mice. We also assessed whether NO and RGS4 were critical for the regulation of miRNA identified during the hypertrophic response using mouse models and cultured cardiomyocytes. Furthermore, we assessed whether miRNA involved in the angiogenesis-induced hypertrophic response was also associated with the pathological response to LV pressure overload induced by transverse aortic constriction (TAC). Our findings show that upregulation of miR-182 is associated with angiogenesis-induced myocardial hypertrophy and decreases the expression of branched chain aminotransferase 2 (Bcat2), forkhead box O3 (Foxo3), and adenylate cyclase type 6 (Adcy6). We also found that newly identified miR-182 target Bcat2, a critical enzyme responsible for branched chain amino acids (BCAAs) catabolism, plays an important role in the activation of the Akt/mTORC1 pathway and the modulation of hypertrophic response in cardiomyocytes.

## Results

### miR-182 is upregulated subsequent to angiogenic stimulation and is dependent on NO-induced RGS4 degradation

To investigate whether miRNAs are involved in the regulation of the hypertrophic response subsequent to angiogenic stimulation, we employed a cardiac specific inducible Tet-OFF mouse model of PlGF expression driven by tTA under the αMHC promoter^11^. In this model, we have previously shown that myocardial hypertrophy develops subsequent to angiogenesis and requires 6 weeks to occur^11^ (summarized in Supplementary Fig. S1 on line). Microarray profiling of miRNAs in LV myocardium in PlGF mice after 3 and 6 weeks of angiogenic stimulation revealed the upregulation of miR-182 expression at 6 weeks (Supplementary Fig. S1 on line). Furthermore, qPCR analysis confirmed the specific increase of miR-182 expression (by ~9-fold) in PlGF mice at 6 weeks concurrent with the development of hypertrophy, but not at 3 weeks when only angiogenesis was apparent (Fig. 1a).

To further investigate the role of miR-182 in angiogenesis-induced cardiac hypertrophy, we determined its expression in the PlGF/RGS4 mouse, where induced cardiac expression of RGS4 concurrently with PlGF inhibits the hypertrophic response^11^. In contrast to the PlGF mice, miR-182 expression in PlGF/RGS4 mice was low and similar to control mice (Fig. 1a). Consistent with the quantitative PCR data in heart homogenates, *in situ* hybridization of miR-182 detected higher expression of miR-182 within the ventricular myocardium in PlGF mice, compared with PlGF/RGS4 mice and controls (Fig. 1b). Furthermore, the co-staining of miR-182 with cardiomyocyte marker, cardiac troponin T confirmed the presence of miR-182 in cardiomyocytes (Supplementary Fig. S2 on line). These data indicate that both the upregulation of miR-182 and the hypertrophic response are prevented when RGS4 expression is maintained.

Myocardial hypertrophy subsequent to angiogenesis requires endothelial-NO production to induce RGS4 degradation^11^, and thus we investigated whether miR-182 upregulation in PlGF mice was NO dependent by inducing PlGF expression in eNOS^−/−^ mice. Interestingly, consistent with the inhibition of hypertrophic response^11^, we found abrogation of miR-182 upregulation in PlGF-induced eNOS^−/−^ mice (Fig. 1c). Together these data indicate that miR-182 upregulation subsequent to PlGF-induced angiogenesis is dependent on NO-induced RGS4 degradation mechanism, whereas PlGF has no direct effect on miR-182 regulation.

### Inhibition of miR-182 prevents NO-induced cardiomyocyte hypertrophy *in vitro*

Next, we determined whether NO can directly induce miR-182 expression in cardiomyocytes by treating neonatal rat cardiomyocytes (NRCs) with the NO donor (DETA-NONOate). We found significant upregulation of miR-182 expression in response to NO donor (Fig. 2a). In contrast, the treatment of NRCs with PlGF, or the cardiac hypertrophic GPCR agonist Ang II did not affect miR-182 expression (Fig. 2a). In order to assess whether miR-182 plays a role in NO-induced cardiomyocyte hypertrophy we inhibited miR-182 in NO-treated NRCs with antagomir. As shown in Fig. 2b, the treatment with anti-miR-182 antagonized miR-182 expression and attenuated the hypertrophic response induced by the treatment with NO donor (Fig. 2c,d). Because NO treatment activates Akt^Ser473^ and downstream mTORC1 target p70-S6K^Thr389 ^11, we tested whether the inhibition of miR-182 blocked the activation of Akt/mTORC1 pathway in NO-treated NRCs. In agreement with the inhibition of the hypertrophic response, anti-miR-182 also diminished the phosphorylation of Akt^Ser473^ and p70-S6K^Thr389^ in NO-treated NRCs (Fig. 2e–g).

To assess whether miR-182 has a direct hypertrophic effect, we treated NRCs with a miR-182 mimic. While a 24-hrs treatment with NO donor increased cell size by 85%, the 24-hrs treatment with miR-182 mimic increased the cell size by 40%, compared with miR-scramble treatment (Fig. 2d,h). The treatment of NRCs with miR-182 and NO donor did not stimulate the cell growth further than the effect observed with NO donor alone (Fig. 2h). Consistent with the pro-hypertrophic effect in NRCs, miR-182 induced a significant increase in p70-S6K^Thr389^ phosphorylation (Supplementary Fig. S3 on line). These data in conjunction with the more dramatic reciprocal effects of anti-miR-182 treatment in NO-treated NRCs indicate that the activation of the Akt/mTORC1 pathway downstream of NO initiates the hypertrophic response, whereas miR-182 functions as a modulator.

Finally, to determine whether miR-182 has any effect on angiogenesis, we examined endothelial cell sprouting *in vitro*. Transfection of HUVECs with miR-182 mimic did not affect endothelial cell sprouting in response to VEGFA, as compared with miR-scramble, suggesting no direct effect of miR-182 on angiogenesis (Fig. 2i,j).

### Inhibition of miR-182 prevents the hypertrophic response subsequent to angiogenesis in heart

We then proceeded to study whether miR-182 has an important role in modulating the hypertrophic response *in vivo*. PlGF mice were treated with intravenous injection of anti-miR-182 or control miR-scramble during the hypertrophic phase (the last 3 weeks of the 6 week angiogenic stimulation period) (Supplementary Fig. S4 on line). Treatment with anti-miR-182 reduced the cardiac content of miR-182 in PlGF mice by 50%, compared with control miR-scramble treatment (Supplementary Fig. S4 on line). Anti-miR-182 treatment led to a 40% reduction (p = 0.057) in liver, whereas in kidney miR-182 content was not affected (Supplementary Fig. S4 on line).

The degree of LV hypertrophy was measured by echocardiography and calculated as a growth index that represents the ratio of parameters after treatment to the measurements prior treatment (Supplementary Fig. S4 on line). There was a significant increase of LV posterior wall (LVPW) thickness in PlGF mice, which was blocked by anti-miR-182 treatment, but not by control miR-scramble treatment (Fig. 3a). Similarly, in PlGF mice there was a 40% increase in LV mass, which was prevented by the treatment with anti-miR-182, but not by miR-scramble (Fig. 3a). Furthermore, the minor LV dilation observed in PlGF mice was also prevented by the treatment with anti-miR-182 (Fig. 3a). Consistent with the echocardiographic parameters, anti-miR-182 treatment also inhibited the increase in the heart weight to body weight ratio (HW/BW) in PlGF mice (Fig. 3b). Moreover, there was no impairment of LV contractile function in PlGF mice, and LV ejection fraction (EF) was also unaffected by the treatment with anti-miR-182 (Fig. 3c). These results indicate that miR-182 has an important role in the hypertrophic response induced by angiogenesis in heart.

To more directly assess the effect of anti-miR-182 on cardiomyocyte hypertrophy, we measured cardiomyocyte cross-sectional area in LV sections from PlGF mice with and without anti-miR-182 treatment. The results showed a significant inhibition of cardiomyocyte hypertrophy in anti-miR-182-treated PlGF mice, compared with either untreated or miR-scramble treated PlGF mice (Fig. 3d,e).

In PlGF mice, the NO-mediated RGS4 degradation releases the inhibition of Akt/mTORC1 pathway and induces an increase in Akt^Ser473^ and mTORC1/p70-S6K^Thr389 ^11. In contrast to PlGF and miR-scramble-treated PlGF mice that had increased phosphorylation at Akt^Ser473^ (2-fold) and 70-S6K^Thr389^ (4-fold), the levels of phosphorylated Akt^Ser473^ and p70-S6K^Thr389^ in anti-miR-182-treated PlGF mice were not increased and were comparable with controls (Fig. 3f). Thus, these *in vivo* results are consistent with the *in vitro* data showing an inhibitory effect of anti-miR-182 on Akt^Ser473^ and p70-S6K^Thr389^ levels and hypertrophy in NRCs (Fig. 2c–g). Importantly, the RGS4 protein levels, compared with controls, were similarly decreased regardless of whether PlGF mice were treated with or without anti-miR-182 (Fig. 3f). Also, the treatment with anti-miR-182 did not affect PlGF-induced angiogenesis, based on the findings that the increase in vessel density was sustained during either control miR-scramble or anti-miR-182 treatment (Fig. 3g). Thus, taken together, these results indicate an important regulatory effect of miR-182 on the Akt/mTORC1 pathway that is independent of NO-induced RGS4 degradation.

### miR-182 targets Bcat2, Foxo3, and Adcy6 to potentially regulate the hypertrophic response

To better understand the regulation of the Akt/mTORC1 pathway and to identify the miR-182 targeted genes, which might be linked to the hypertrophic response subsequent to angiogenesis, we conducted comparative mRNA expression profiling in PlGF mice (angiogenesis with hypertrophic response) and PlGF/RGS4 mice (angiogenesis with inhibition of hypertrophic response). 

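Pgf, which encodes the growth factor PlGF that the transgene supplies, read 4136 and 917 intensity units in the 2 PlGF hearts, against 211, 349 and 387 in the 3 control hearts. In the 3 hearts of the arrays labelled PlGF/RGS4 it read 300.0, 229 and 211, so Pgf goes against that label. Rgs4, which encodes a protein that ends G protein signalling early, read 209.5, 277 and 281.5 in the controls and 235 and 195 in the PlGF hearts. In the arrays labelled PlGF/RGS4 it read 234, 187 and 229, a log2 fold change of −0.23 ± 0.14 (SE) from control (limma adjusted p = 0.995), and in PlGF the change was −0.24 ± 0.16 (limma adjusted p = 0.398).

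Pgf was higher in PlGF than in control by 2.67 ± 0.58 (limma adjusted p = 0.0601; two-sided exact permutation p = 0.1). The value was 1.58 without PlGF replicate 1 and 3.75 without PlGF replicate 2, and the adjusted p ran from 0.000761 to 0.157 with each array left out in turn. Between the arrays labelled PlGF/RGS4 and the controls Pgf differed by −0.32 ± 0.52 (limma adjusted p = 0.998). The paper reports higher capillary density in both PlGF and PlGF/RGS4 mice (Fig. 5e) and miR-182 at control level in PlGF/RGS4 mice (Fig. 1a). Here the transgenes were read only through Pgf and Rgs4, so every statement on this group is about the arrays labelled PlGF/RGS4.

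Markers of macrophages and other leukocytes stood above the controls by a median of 1.67 (log2) in PlGF replicate 1 and 0.64 in PlGF replicate 2. PlGF replicate 1 stood apart over all genes too: its mean correlation with the arrays of the other groups was 0.974, against 0.991 to 0.993 for the other arrays. Xist, the RNA of the inactive X chromosome, read 26.9 in PlGF replicate 1, 50.8 in control replicate 2 and 36.1 in PlGF/RGS4 replicate 2, and 2581 to 2959 in the other 5 arrays. Those 3 hearts therefore read as male and the other 5 as female.

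The arrays hold left ventricular RNA of 3 control, 2 PlGF and 3 PlGF/RGS4 labelled mice after 6 weeks of transgene expression, at an age of 11 weeks, and the labels call them biological replicates. Expression of the responder transgenes was driven by the tTA activator under the cardiac αMHC promoter. The intensities are those the authors deposited. The methods describe them as made with MAS5 and global scaling, which was not checked here. The median intensity per array ran from 111.1 to 115.2. Values were taken as log2 of the intensity plus 1, and groups were compared over 19933 genes with limma, fitted to all 8 arrays at once. With 2 arrays against 3, or 3 against 3, no two-sided exact permutation test can give a p under 0.1. Where a PlGF array is left out, the remaining array stands alone for PlGF and the spread comes from the other 2 groups.

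**Figure D1:**
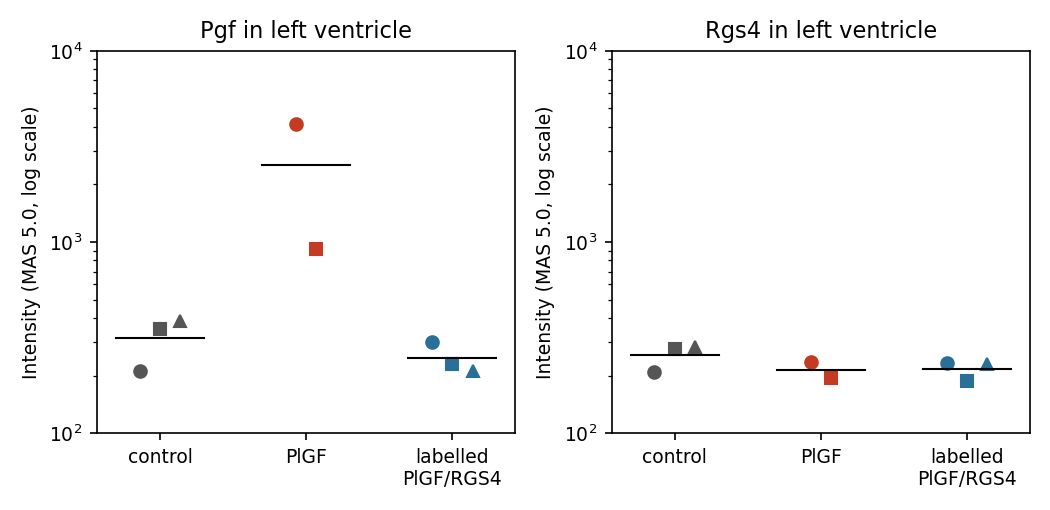
Intensity of Pgf and Rgs4 in each of the 8 arrays, by group. Each point is the left ventricle of 1 mouse.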

The mRNA transcripts that were selectively downregulated on microarrays of PlGF mouse hearts, but not of PlGF/RGS4 mouse hearts, were further analyzed using the miRWalk database of predicted and validated microRNA targets^15^. 

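Kcnip2, which encodes a subunit of the cardiac channels of the transient outward potassium current, fell from 1978.5 ± 161 (SD) units in control to 166 and 608 in the 2 PlGF hearts, and read 760.4 ± 204 in the arrays labelled PlGF/RGS4. Ddit4, which encodes the mTORC1 inhibitor REDD1, fell from 786 ± 188 to 221 and 273, with 560 ± 135 in the arrays labelled PlGF/RGS4. Lrrc10, a heart muscle gene whose loss leads to dilated cardiomyopathy in mice, read 3315 ± 409, then 1309 and 1812, then 2525 ± 141. Ptgds, the gene of a prostaglandin D2 synthase, read 4185 ± 205, then 1355 and 2173, then 2443 ± 465, and Tmem82, which encodes a membrane protein, read 375 ± 69.1, then 106 and 127, then 181 ± 26.6.

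On the log2 scale the changes from control to PlGF were −2.63 ± 0.49 (SE) for Kcnip2, −1.64 ± 0.25 for Ddit4, −1.10 ± 0.15 for Lrrc10, −1.28 ± 0.21 for Ptgds and −1.67 ± 0.18 for Tmem82 (limma adjusted p = 0.0429, 0.0263, 0.0214, 0.0337 and 0.0143). Fam107a (−1.79), Rhobtb1 (−1.38), Etfbkmt (−1.36), Fgf16 (−1.26) and Slc25a34 (−1.10) complete the 10 named genes that fell most (limma adjusted p = 0.0377, 0.0421, 0.0438, 0.0474 and 0.0255). The ranking is among genes at an adjusted p under 0.05 whose arrays do not overlap. Without PlGF replicate 1 only Tmem82, Lrrc10 and Slc25a34 of these 10 still passed (adjusted p = 0.0325, 0.0418 and 0.0424). The other 7 did not: 0.0517 for Kcnip2, 0.109 for Ddit4 and Rhobtb1, 0.0818 for Ptgds, 0.148 for Fam107a, 0.164 for Etfbkmt and 0.094 for Fgf16. None of the 10 passed without control replicate 3, for example 0.147 for Kcnip2 and 0.0929 for Lrrc10. Tmem82 passed in 5 of the 8 fits with an array left out (highest 0.0765, without control replicate 2) and each of the others in at most 2.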

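Bckdha, a subunit of the dehydrogenase that commits branched chain amino acids to breakdown, read 1439 ± 42.9 (SD) in control, 733 and 1141 in PlGF, and 1368 ± 75.3 in the arrays labelled PlGF/RGS4 (log2 fold change −0.65 ± 0.16, SE). Hibch (−0.46 ± 0.12) and Mcee (−0.49 ± 0.13), of the later steps of the pathway, were also below control. Ndufb8, of respiratory complex I, fell from 3293 to 2399 and 2746, against 3106 in the arrays labelled PlGF/RGS4 (−0.36 ± 0.06). Ppargc1a and Ppara, which encode regulators of mitochondrial and fatty acid genes, differed from control by −1.20 ± 0.27 and −0.97 ± 0.23, and citrate synthase (Cs) by −0.29 ± 0.06. Of these 7 genes only Ndufb8 passed limma's test over all genes (adjusted p = 0.0397, from 0.000891 to 0.129 with each array left out in turn, the highest without control replicate 3).

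Among 26 genes of branched chain amino acid breakdown, 0 were higher, 0 lower and 26 not passing over all genes, and 14 were lower adjusted over the list alone. The list's median was −0.39 (limma camera, adjusted p = 9.8e-07, and 0.488 with an estimated correlation). For oxidative phosphorylation the counts were 0 higher, 1 lower and 23 not passing of 24, with 13 lower adjusted over the list alone, and the median was −0.24 (adjusted p = 2.5e-07; 0.488 with an estimated correlation). Fatty acid oxidation had 0 higher, 0 lower and 25 not passing of 25, 5 lower adjusted over the list alone, and a median of −0.36 (adjusted p = 9.9e-07; 0.488 with an estimated correlation). The tricarboxylic acid cycle and pyruvate list had 0 higher, 0 lower and 22 not passing of 22, 2 lower adjusted over the list alone, and a median of −0.28 (adjusted p = 9.9e-07; 0.488 with an estimated correlation). Without PlGF replicate 1 the 4 medians were −0.13, −0.09, −0.09 and −0.10, with PlGF replicate 2 alone standing for PlGF. By array, the medians in PlGF replicate 1 were −0.68, −0.43, −0.62 and −0.42.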

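Ccl5, which encodes a chemokine of T cells and other leukocytes, rose from 147 ± 1.72 (SD) in control to 3377 and 1525 in PlGF, and read 145 ± 13.9 in the arrays labelled PlGF/RGS4. Cxcl9, a chemokine gene induced by interferon gamma, rose from 270 ± 37.0 to 4752 and 3136, with 266 ± 81.2 in the arrays labelled PlGF/RGS4. BC023105, a gene still known by its clone name, went from 158 ± 41.6 to 5985 and 5432, against 106 ± 10.8. The log2 fold changes were 3.94 ± 0.28 (SE), 3.84 ± 0.29 and 5.19 ± 0.20 (limma adjusted p = 0.00309, 0.00398 and 2.6e-04), and the 3 genes passed with each of the 8 arrays left out in turn (highest adjusted p 0.0335, 0.0335 and 0.00515). Cxcl10 (3.46 ± 0.28, adjusted p = 0.00459, at most 0.0466) passed each time too. Nkg7, of the granules of natural killer and T cells, rose from 44.8 ± 5.27 to 2059 and 618 (4.63 ± 0.43, adjusted p = 0.00761), but not past the test without control replicate 3 (0.0616). Also higher in PlGF were Ccl3 (4.32), Fcgr4 (3.80), Ccl8 (3.67), Dnase1l3 (3.53) and Irgm1 (3.26), with adjusted p = 0.0263, 0.0263, 0.0152, 0.00612 and 0.0144 and up to 0.112, 0.112, 0.0869, 0.0527 and 0.084 with 1 array left out.

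Of 16 interferon response genes, among them the antiviral gene Ifit3 (2.46 ± 0.25, adjusted p = 0.0131; highest 0.084, without control replicate 3), 9 were higher, 0 lower and 7 not passing, and 15 were higher adjusted over the list alone. The median was 1.47 (adjusted p = 3.6e-15; 0.488 with an estimated correlation), and 0.88 without PlGF replicate 1. Of 22 leukocyte markers, such as Ptprc, the gene of CD45 (2.22 ± 0.27, adjusted p = 0.0178; highest 0.0883, without control replicate 3), 7 were higher, 0 lower and 15 not passing. Adjusted over the list alone 14 were higher and 2 lower, with a median of 1.14 (adjusted p = 1.7e-07; 0.488 with an estimated correlation), and 0.64 without PlGF replicate 1. Of 21 cell cycle genes, among them the proliferation marker Mki67 (1.49 ± 0.32, adjusted p = 0.0598), 1 was higher, 0 lower and 20 not passing, and 14 were higher adjusted over the list alone. The median was 0.62 (adjusted p = 9.1e-11; 0.488 with an estimated correlation), and 0.32 without PlGF replicate 1. These 3 lists kept their call with each of the 8 arrays left out.

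Aplnr, which encodes the apelin receptor of sprouting vessels, read 461 ± 60.9 in control, 981 and 996 in PlGF, and 473 ± 132 in the arrays labelled PlGF/RGS4 (log2 fold change 1.11 ± 0.21, adjusted p = 0.0436; 0.149 without PlGF replicate 1 and 0.152 without control replicate 3). Of 22 genes of angiogenic and sprouting endothelium 2 were higher, 0 lower and 20 not passing, and 4 were higher adjusted over the list alone. Their median was 0.27 (adjusted p = 4.5e-05; 0.488 with an estimated correlation), 0.45 in PlGF replicate 1 and 0.08 in PlGF replicate 2 (adjusted p = 0.0292 without PlGF replicate 1). General endothelial markers had a median close to control, at 0.02 (adjusted p = 0.221), with 1 of 25 higher, 0 lower, 24 not passing and 3 higher adjusted over the list alone. These markers went both ways, with 6 higher and 4 lower at an unadjusted p under 0.05 (for example Kdr at 0.57 and Vwf at −0.74). Their median in the arrays labelled PlGF/RGS4 was −0.09, with 0 higher, 0 lower, 25 not passing and 0 adjusted over the list alone (adjusted p = 1.2e-04; 0.580 with an estimated correlation).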

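Across 19933 genes, 356 were higher and 149 lower in PlGF than in control in limma (505 in all). At an unadjusted p under 0.05 there were 2170 higher and 2338 lower (4508 in all), and 1777 higher and 3416 lower with each array centred on its median. The count was 366 without PlGF replicate 1, of which 258 are among the 505, and 5921 without PlGF replicate 2, where 2820 were higher and 3101 lower. With other tests it was 0 with only the 2 groups compared in limma (3109 at an unadjusted p under 0.05), 4 with the methods' t-test, 11 with the one-way ANOVA spread and 27 with the replicate number as a block. The count was 42, 25 and 17 without control replicates 1, 2 and 3, and 48, 61 and 33 without replicates 1, 2 and 3 of the arrays labelled PlGF/RGS4, which enter through the shared spread. Between the arrays labelled PlGF/RGS4 and the controls, 3 genes were higher in the first and 0 lower (1001 at an unadjusted p under 0.05, 454 of them lower). This count was 1 without control replicate 1 and 0 with any other array left out. The arrays of the groups did not overlap for 6752 genes between PlGF and control (33.9%, where chance gives 20%) and for 2554 genes between the arrays labelled PlGF/RGS4 and control (12.8%, where chance gives 10%).

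Transcripts lower in PlGF hearts and not in those labelled PlGF/RGS4 were taken as genes that pass a minimum fold and an unadjusted p under 0.1 in PlGF and are not lower at that p in the arrays labelled PlGF/RGS4, since no threshold is stated for this selection. This left 882 of 1130 genes, of which 44 were lower at an adjusted p under 0.05. Without PlGF replicate 1 there were 185, of which 134 are among the 882, and without PlGF replicate 2 there were 1853. Of the 882, 842 (95.5%) were lower in PlGF replicate 1 than in PlGF replicate 2. The p in the arrays labelled PlGF/RGS4 comes from a spread shared with the PlGF arrays. With only the 2 groups compared 822 genes, against 454, were lower there at an unadjusted p under 0.05. The miRWalk step was not repeated here.

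**Figure D2:**
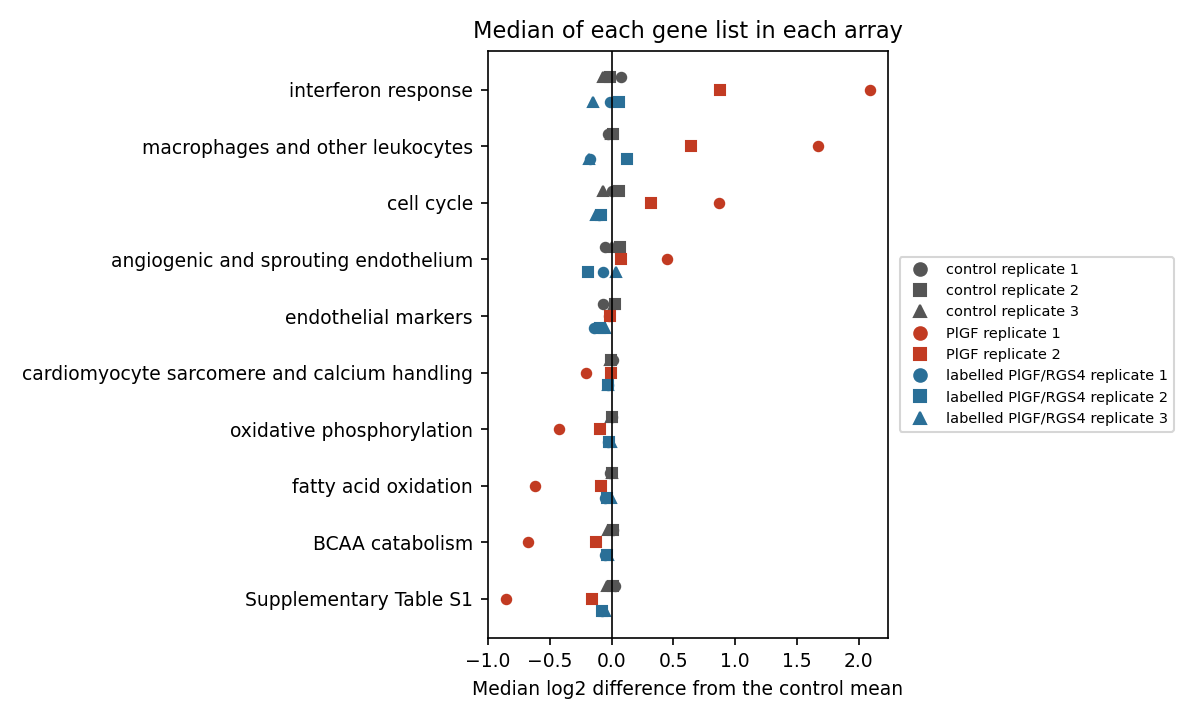
Median log2 difference from the control mean of 10 gene lists in each of the 8 arrays. For the endothelial markers the points of the 2 PlGF arrays overlap.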

Using this approach, we identified 9 potential miR-182 targets associated with the hypertrophic response in PlGF mice (Supplementary Table S1 on line). Of these targets, 3 miR-182 targets: Bcat2, Foxo3 and Adcy6 were further validated by qPCR analysis (Fig. 4a).

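Bcat2, which encodes the mitochondrial transaminase that starts branched chain amino acid breakdown, read 1666 ± 36.9 (SD) in control, 1112 and 1495 in PlGF, and 1668 ± 164 in the arrays labelled PlGF/RGS4. Foxo3, the gene of a transcription factor that drives atrophy and autophagy genes, read 891 ± 51.4, then 511 and 720.3, then 706 ± 27.4. Adcy6, which encodes a main cardiac adenylyl cyclase, read 1753 ± 52.9, then 1145 and 1571, then 1700.1 ± 9.33. Their log2 fold changes from control to PlGF were −0.37 ± 0.13 (SE), −0.55 ± 0.13 and −0.39 ± 0.12 (limma adjusted p = 0.152, 0.0731 and 0.119). In the arrays labelled PlGF/RGS4 they were −0.00 for Bcat2, −0.33 ± 0.12 for Foxo3 and −0.04 for Adcy6 (adjusted p = 1, 0.945 and 0.998), a direction that rests on the label that Pgf goes against.

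Pink1, the kinase gene that marks damaged mitochondria for removal, read 3364 ± 110 in control, 1559 and 3070 in PlGF, and 3291 ± 185 in the arrays labelled PlGF/RGS4. Slc25a42, a mitochondrial coenzyme A carrier gene, read 697 ± 31.5, then 321.0 and 643, then 721 ± 21.3. Agtpbp1, which encodes a tubulin deglutamylase, read 3124 ± 216, then 1700.1 and 2535, then 2839 ± 49.5, and Mccc1, a carboxylase gene of leucine breakdown, 1479 ± 61.6, then 790.1 and 1327, then 1405 ± 5.69. Akap7, which encodes an anchor of protein kinase A, read 733 ± 17.2, then 405 and 651, then 682 ± 31.2, and Pcx, the gene of pyruvate carboxylase, 374 ± 19.6, then 253 and 326, then 398 ± 60.3. In PlGF the log2 fold changes were −0.62 ± 0.24 (SE) for Pink1, −0.62 ± 0.24 for Slc25a42, −0.59 ± 0.15 for Agtpbp1, −0.53 ± 0.18 for Mccc1, −0.51 ± 0.17 for Akap7 and −0.38 ± 0.14 for Pcx (limma adjusted p = 0.184, 0.192, 0.0834, 0.152, 0.14 and 0.179).

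In both PlGF arrays each of the 9 genes lay below every control array, for which the two-sided exact permutation p is 0.1, the smallest it can be. PlGF replicate 1 was 1.48-fold to 2.17-fold below the control mean and PlGF replicate 2 was 1.08-fold to 1.24-fold below it. For Foxo3, Agtpbp1 and Akap7 all the arrays labelled PlGF/RGS4 lay below every control array too (two-sided exact permutation p = 0.1). Over all genes 0 of the 9 were higher, 0 lower and 9 not passing in limma, and 9 of 9 were lower at an unadjusted p under 0.05. Adjusted over the list alone 9 were lower, which is not independent evidence, since the study chose the list on these arrays. Without PlGF replicate 1, 5 genes were lower at an unadjusted p under 0.05 and 2 adjusted over the list alone, and the changes were −0.16 for Bcat2, −0.31 for Foxo3 and −0.16 for Adcy6. Without control replicate 1 or 2 only 4 were lower at that p, and Bcat2 was not among them (−0.36 in both fits, limma unadjusted p = 0.0557 and 0.0555), and 6 without control replicate 3 and 7 without each of the arrays labelled PlGF/RGS4. Without PlGF replicate 2 all 9 passed over all genes (Bcat2 −0.58 and Foxo3 −0.80, with adjusted p = 0.00827 and 9.0e-04), and with any other array left out 0 did.

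As a list, which the study chose on these arrays, so that the list tests here are not independent evidence either, the 9 genes had a median of −0.53 in PlGF (camera, adjusted p = 1.7e-04; 0.488 with an estimated correlation), which was −0.85 in PlGF replicate 1 and −0.16 in PlGF replicate 2. Between PlGF and the arrays labelled PlGF/RGS4 their median difference was −0.45 (adjusted p = 6.1e-04; 0.466 with an estimated correlation), with 0 higher, 0 lower, 9 not passing and 0 adjusted over the list alone. Without PlGF replicate 1 that median was −0.11 (adjusted p = 0.0176), and Foxo3, at −0.22 with all arrays, was at 0.03. Apart from Foxo3 the changes in the arrays labelled PlGF/RGS4 ran from −0.14 to 0.08. From transcripts lower in PlGF hearts and not in PlGF/RGS4 hearts that the miRWalk database lists for miR-182, the paper reasons that these 9 are potential targets of miR-182 linked to the hypertrophic response.

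**Figure D3:**
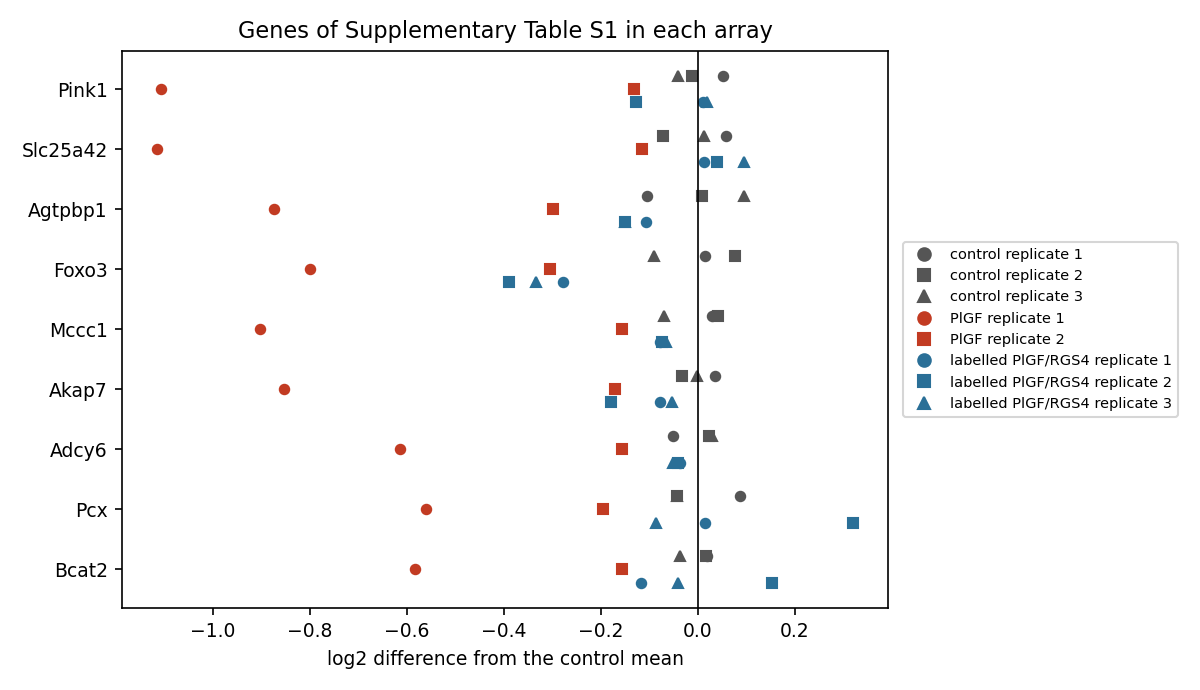
Log2 difference from the control mean of the 9 genes of Supplementary Table S1, in each of the 8 arrays.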

Coincident with the upregulation of miR-182 expression in PlGF mice, there was significantly reduced expression of Bcat2, Foxo3 and Adcy6 transcripts (Fig. 4b). Consequently, the treatment with anti-miR-182 partially restored the expression of Adcy6 and completely restored the expression of Bcat2 and Foxo3 to control levels (Fig. 4b).

Next, we addressed whether miR-182 negatively regulated the expression of Bcat2, Foxo3 and Adcy6 transcripts in an isolated cell system. The treatment of MEFs with a miR-182 mimic resulted in a ~65% reduction of Adcy6 and a ~45% reduction of Bcat2 and Foxo3 expression (Fig. 4c), consistent with our *in vivo* observations.

### Angiogenesis-induced hypertrophic response augments myocardial hypertrophy during LV pressure overload and protects against early contractile dysfunction

In order to determine whether hypertrophy induced by angiogenic stimulation has a molecular signature distinct from the pathological hypertrophic response to LV pressure overload and/or has a beneficial effect, PlGF and PlGF/RGS4 mice were subjected to TAC after angiogenic stimulation for 3 weeks (schematically described in Fig. 5a). After 3 weeks of angiogenesis, there was no cardiac hypertrophy at the time of TAC in PlGF or PlGF/RGS4 mice (Fig. 5b), consistent with our prior data^11^. As expected, at 2 and 6 weeks post-TAC, echocardiography demonstrated significant hypertrophy in all groups. However, the increase in LVPW thickness and LV mass was ~2-fold higher in PlGF mice than in either control or PlGF/RGS4 mice (Fig. 5b). A greater degree of myocardial hypertrophy in PlGF mice was also evidenced by higher HW/BW ratios (Fig. 5c). Although in PlGF mice the heart doubled in size by 2 weeks after TAC, the cardiac contractile function was preserved with significantly higher LVEF than in control mice subjected to TAC (Fig. 5d). However, there was a subsequent decline in cardiac function in all groups 6 weeks after TAC, with the PlGF mice having an even lower LVEF than control or PlGF/RGS4 mice (LVEF: 27% in PlGF mice vs. 46% in controls and 54% in PlGF/RGS4 mice, p* *< 0.001) (Fig. 5d). In PlGF/RGS4 mice, the angiogenesis-induced hypertrophic response was completely prevented compared with PlGF mice and the extent of myocardial hypertrophy and the decline in cardiac function after TAC were each comparable with control (Fig. 5b–d).

To exclude the possibility that the severe compromise in contractile function after TAC in PlGF mice could be due to a failure of angiogenesis during pressure overload we assessed the capillary density in LV sections. However, we found that the increased capillary density, observed in both PlGF and PlGF/RGS4 mice prior to TAC was sustained for 6 weeks after TAC in both models (Fig. 5e). Thus, these results indicate that PlGF-induced angiogenesis protects against early but not late contractile dysfunction after LV pressure overload.

### miR-182 is not associated with LV pressure overload or pathological hypertrophy

Next, we assessed the expression of miR-182 and targeted genes in pathological hypertrophy induced by LV pressure overload. The greater hypertrophic response in PlGF mice after TAC was also associated with greater cardiomyocyte area when compared with control and PlGF/RGS4 mice at both 2 and 6 weeks post-TAC (Fig. 6a,b). Consistent with our observations that miR-182 modulates the angiogenesis-induced hypertrophic response, there was also a 7-fold increase in miR-182 expression in PlGF mice at both time points (Fig. 6c). In contrast, despite the induction of hypertrophy after TAC, there was no increase in miR-182 expression in either control or PlGF/RGS4 mice (Fig. 6c). The lack of miR-182 induction after TAC is in accord with *in vitro* data showing that AngII, a cardiac hypertrophic GPCR agonist, also did not induce miR-182 expression (Fig. 2a). Thus, miR-182 upregulation does not appear to be associated with pressure overload-induced or pathological hypertrophy.

We also analyzed miR-182 targeted genes in PlGF, PlGF/RGS4 and control mice at 2 and 6 weeks post-TAC. We found a significant and persistent downregulation of Bcat2, Foxo3 and Adcy6 transcripts in PlGF mice at 2 and 6 weeks after TAC, compared to pre-TAC measurements. (Fig. 6d). Despite the lack of increase in miR-182, pressure overload significantly decreased the expression of Adcy6 and Foxo3 in control and PlGF/RGS4 mice (Fig. 6d). In the case of Adcy6, the expression in PlGF mice at 2 weeks post-TAC was comparable with that in controls, although it was prevented in PlGF/RGS4 mice. In contrast, at 6 weeks after TAC, Adcy6 expression was equally decreased in all groups. Whereas Foxo3 downregulation after TAC was similar in all groups at both time points. These findings show that Adcy6 and Foxo3 are downregulated in response to pressure overload with a greater reduction in PlGF mice, suggesting an additive effect of pressure overload and miR-182. In contrast, Bcat2 expression was strikingly lower at 2 and 6 weeks post-TAC in PlGF mice, but there was only a trend to decreased expression in control and PlGF/RGS4 mice (Fig. 6d). These results indicate that the downregulation of Bcat2 strongly relates to the increase in miR-182 expression that is present in PlGF, but not in PlGF/RGS4 or control mice.

### Bcat2 deficiency promotes hypertrophy and Akt/mTORC1 activation in cardiomyocytes

Because published studies have already shown that miR-182 directly regulates the expression of Foxo3^16^,^17^,^18^ and Adcy6^19^,^20^, we further investigated whether miR-182 directly regulates the expression of Bcat2. To determine the direct binding of miR-182 to Bcat2-3′ UTR, we co-transfected HEK293T cells with wild-type or mutant Bcat2-3′ UTR reporter plasmid and either a miR-182 mimic or a miR-scramble negative control. The miR-182 mimic reduced the luciferase activity of wild type but not mutant Bcat2-3′ UTR reporter, compared with cells transfected with control miR-scramble (Fig. 7a). Next, we hypothesized that miR-182 negatively regulates Bcat2 expression in NO-treated NRCs and that the treatment with anti-miR-182 restores Bcat2 expression and inhibits hypertrophic response. Indeed, in NO-treated NRCs, the upregulation of miR-182 (Fig. 2b) suppressed Bcat2 expression by 50% (Fig. 7b). Consequently, the treatment of NO-treated NRCs with anti-miR-182 restored Bcat2 expression (Fig. 7b) and prevented the hypertrophic response (Fig. 2c,d). These data are in agreement with *in vivo* observations of reduced Bcat2 expression in PlGF mice concurrently with the upregulation of miR-182 and the development of hypertrophy and complete restoration of Bcat2 expression and inhibition of hypertrophic response with anti-miR-182 treatment (Figs 3 and 4b). Next, in order to determine whether Bcat2 has a direct effect on the cell growth and the Akt/mTORC1 pathway, we silenced Bcat2 expression in NRCs with siRNA (Fig. 7c). Interestingly, Bcat2 depletion resulted in a 2.5 fold increase in cardiomyocyte size (Fig. 7d,e) and a 7 fold increase in phosphorylation of Akt^Ser473^ and p70-S6K^Thr389^ (Fig. 7 f–h). Because Bcat2 is a critical determinant of the cellular catabolism of BCAAs our data strongly suggest that a loss in Bcat2 stimulates the Akt and mTORC1/p70-S6K activation and the hypertrophic response through a BCAA-dependent mechanism.

## Discussion

These data are the first to show that endothelium to cardiomyocyte communication can induce the expression of miRNAs in the heart, and that miR-182 induction is critical for the hypertrophic response that links angiogenesis to cardiomyocyte growth. We found that miR-182 upregulation in the heart occurs subsequent to PlGF-induced angiogenesis and requires endothelial-derived NO production, which triggers RGS4 degradation in cardiomyocytes. Consequently, the expression of miR-182 and myocardial hypertrophy were inhibited by the concomitant transgenic expression of PlGF and RGS4, or the expression of PlGF in eNOS^−/−^ mice. The mechanism by which miR-182 expression is controlled downstream of RGS4 is not known and future studies are required to address this issue.

For the purpose of this study, we focused on miR-182 and its important downstream role to modulate the Akt/mTORC1 pathway. Our data show that miR-182 inhibition with antagomir prevented phosphorylation at Akt^Ser473^ and p70-S6K^Thr389^ and hypertrophy in both NO-treated cardiomyocytes and PlGF mice, despite the loss in RGS4 protein. The present data, also provide insight into potential mechanisms by which miR-182 might regulate the hypertrophic response, including suppression of Bcat2, Foxo3 and Adcy6 expression. Remarkably, the depletion of Bcat2, an enzyme involved in the mitochondrial catabolism of BCAAs, had a direct effect on cardiomyocyte hypertrophy and increased Akt^Ser473^ and p70-S6K^Thr389^ phosphorylation, indicating the potential contribution of BCAAs to the growth response.

Angiogenic factor PlGF binds to VEGFR1 and indirectly amplifies angiogenesis by displacing VEGF-A from VEGFR1 and making it available for binding to pro-angiogenic VEGFR2^21^. As we^11^ and others^10^ have observed, PlGF did not directly promote cardiomyocyte hypertrophy, which might be explained by the lack of VEGFR1 expression on cardiomyocytes^8^,^10^. Consistent with the lack of a direct hypertrophic effect, PlGF also did not induce miR-182 expression in cardiomyocytes. Another member of the VEGF family, VEGFB, binds to VEGFR1, but is less pro-angiogenic, also promotes myocardial hypertrophy in the rat heart^12^. However, in contrast with our PlGF model, VEGFB-induced hypertrophy was independent of NO^12^. This apparent mechanistic difference between PlGF and VEGFB may reflect the capabilities of PlGF to induce angiogenesis and to activate endothelial eNOS through VEGFR1 phosphorylation at Tyr794^22^.

Only a few previous studies have addressed the potential function of miR-182 in the heart. One report related miR-182 to cardiac hypertrophy in rejecting cardiac allografts^23^, while other two provided evidences of increased circulated miR-182 in patients undergoing coronary artery bypass surgery^24^ and patients with chronic congestive heart failure^25^. However, several studies showed that miR-182 functions as an oncomiR in the early stages to promote cancer cell proliferation and growth and as a tumor suppressor in the late stages to inhibit cancer metastasis^18^ Among multiple targets, miR-182 oncogenicity was associated with the repression of FOXO3^17^,^18^ and FOXO1^26^.

Our findings reveal that miR-182 suppressed Bcat2, Foxo3 and Adcy6 expression, raising the possibility that one or more of these actions contributed to the angiogenesis-induced hypertrophic response in the heart. Downregulation of Foxo3, a regulator of the atrophy-related gene program^27^ would be expected to promote a growth response. Pressure overload and hypertrophic GPCR agonists are known to downregulate Foxo3 through the action of miR-23a^28^. However, a recent study provides evidence that miR-182 also directly decreases Foxo3 expression. During glucocorticoid-induced atrophy in skeletal muscle, a decrease of intracellular miR-182 and increased release of miR-182 into exosomes augmented the Foxo3 expression and activation of the atrophy-related gene expression^16^. The overexpression of miR-182 decreased Foxo3 expression and attenuated skeletal muscle atrophy^16^. Together with our findings, these data indicate that miR-182 favors cellular growth in skeletal and cardiac muscle.

Bcat2 is another potential mechanism that might contribute to the hypertrophic response induced by miR-182. Bcat2 catalyzes the first step in mitochondrial catabolism of BCAAs (leucine, isoleucine, valine) and therefore is a critical determinant of the cellular BCAA content. BCAAs are avidly extracted by the heart in patients with coronary artery disease^29^ and oxidized after conversion to their ketoacids. Interestingly, a recent study highlighted the role of Bcat2 in glucocorticoid-induced atrophy in skeletal muscle. In this model, upregulation of Bcat2 increased BCAA catabolism and induced muscle atrophy, while conversely BCAA treatment activated mTORC1 and attenuated muscle atrophy^30^. Studies done in Bcat2^−/−^ mice showed also that elevated BCAAs and/or loss of BCAA catabolism increased the protein synthesis and mTORC1/p70S6K in skeletal muscle^31^. The anabolic effect of amino acids, in particular BCAAs to increase protein synthesis is mediated by their direct activation of mTORC1 with subsequent downstream phosphorylation of p70-S6K at Thr389^32^,^33^. BCAAs appear to promote Akt phosphorylation at Ser473 through the activation of mTORC2 in a manner dependent on the activity of class I PI3K^34^. Our results expand upon these findings by showing that miR-182 directly regulates Bcat2 expression and that Bcat2 downregulation activates Akt^Ser473^ and mTORC1/p70-S6K^Thr389^ and promotes cardiomyocyte hypertrophy.

Previously, it has been shown that miR-182 directly modulates Adcy6 expression to regulate mammalian circadian rhythm^19^,^20^. However, the contribution of Adcy6 (required for cAMP synthesis in response to β-adrenergic stimulation) to the cardiomyocyte hypertrophy is not well understood. Although, Adcy6 expression was decreased in myocardial infarction and chronic LV pressure overload, this event was linked to a severe impairment in both calcium signaling and LV contractile function^35^,^36^.

We did not find evidence of miR-182 induction during either LV pressure overload *in vivo* or in response to the GPCR agonist Ang II *in vitro*. Interestingly, pressure overload did downregulate Foxo3 and Adcy6 presumably through a distinct mechanism(s). However, in the case of Bcat2 a greater reduction was associated with miR-182 than that detected with pressure overload. Thus, angiogenesis-induced and pressure overload-induced hypertrophy may have some convergence and thus additive effects on selected downstream miR-182 targets.

Interestingly, during TAC-induced pressure overload, superimposed effect of angiogenesis on hypertrophy resulted in a greater myocardial hypertrophic response. Initially, this was protective at 2 weeks after TAC, preserving contractile function, but later at 6 weeks appeared to be detrimental. Although angiogenesis is more robust during TAC in PlGF mice, it still might not be sufficient to compensate for the excessive hypertrophy that develops in this model. Alternatively, other pathological factors and/or the duration of stress stimuli may contribute to the decline in heart function. The latter hypothesis is supported by a previous observation that pathologic exposure to intermittent pressure overload can trigger cardiac dysfunction independent of hypertrophy *per se*^37^. Furthermore, increased angiogenesis during pressure overload-induced hypertrophy did not prevent the contractile dysfunction in a mouse model with sustained expression of peroxisome proliferator-activated receptor γ coactivator-1α (PGC-1α)^38^. PGC-1α was shown to regulate the VEGF-induced angiogenesis in response to exercise and ischemia^39^.

Cardiomyocyte transgenic PlGF expression has been previously reported to exaggerate the myocardial hypertrophic response after TAC^10^. However, in contrast to our model, there was no baseline induction of angiogenesis or hypertrophy in the prior experiments^10^. This apparent discrepancy likely reflects the different promoters used to control the transgene expression: traditional CMV minimal promoter coupled with TRE in our model^11^ versus a modified MHC promoter linked to TRE to induce a low level of transgene expression in the prior study^10^. Interestingly, in contrast with our data, the PlGF transgenic mice, in the prior study, did not develop greater LV contractile dysfunction during TAC, even with superimposed angiotensin II/phenylephrine infusion^10^. Genetic background differences in the mouse strains could also contribute to these results: C57BL/6 strain in our study versus FVB/N strain, more resistant to cardiac dysfunction in the prior study^10^.

Although our study has implicated cardiomyocyte miR-182 as a target of endothelium to cardiomyocyte communication, we cannot exclude the possibility that miR-182 may conversely modulate cardiomyocyte to endothelial cell communication and promote angiogenesis. A recent study showed that the conditioned medium from miR-182 transfected liver cancer cell lines promoted HUVEC angiogenesis potentially related to downregulation of RAS p21 protein activator 1 (RASA1)^40^. To the extent that miR-182 promotes an increase in vasculature and blood perfusion, it could provide an additional mechanism responsible for developing and sustaining myocardial hypertrophy. However, more work is warranted to elucidate this potential crosstalk mechanism.

In conclusion, miR-182 is a novel target of endothelium to cardiomyocyte communication and plays an important role in the activation of the Akt/mTORC1 pathway and the hypertrophic response induced by angiogenesis in heart.

## Methods

### Animal models

The TET-OFF mouse lines PlGF and PlGF/RGS4 with regulated heart specific transgenic expression sensitive to tetracycline transactivator (tTA) driven by the αMHC promoter were recently described by our laboratory^11^. All transgenic mouse lines were generated in C57Bl/6 strain. The PlGF and PlGF/RGS4 were generated by crossing driver line αMHC-tTA^7^ with TRE-PlGF and correspondingly TRE-PlGF/RGS4 mice. The PlGF-induced eNOS^−/−^ mice were generated by crossing αMHC-tTA- eNOS^−/−^with TRE-PlGF- eNOS^−/−^ mice. Genotyping was performed by Transnetyx (Cordova), using a qPCR based system to detect the presence or absence of a target sequence within each sample^11^. Transgene expression was repressed during embryonic and postnatal development by doxycycline in diet (200 mg/kg; Bio-Serv) and induced on normal chow diet at 5 weeks of age. Littermates inheriting only responder or driver transgene were used as controls. All animal experiments were performed under a protocol approved by the Institutional Animal Care and Use Committee of Yale University. All experiments were carried out in accordance with the approved guidelines.

### Transverse aortic constriction (TAC)

PlGF, PlGF/RGS4 and control mice, 8 weeks old, were subjected to TAC by tying an 8-0 nylon suture ligature against a 27.5 gauge blunt needle, as previously described^41^. The resulting constriction produces a 4 m/sec velocity. Mice were monitored up to 6 weeks after TAC procedure.

### Echocardiography

Mice were anesthetized with 1% isoflurane inhaled anesthesia. M-mode images were acquired with a Visual Sonic 2100 high-resolution ultrasound imaging system^11^.

### Antagomir treatment in mice.

The *in vivo* LNA anti-mmu-miR-182-5p probe and control miR-scramble (Exiqon) were packed into the MaxSuppressor^TM^. *In Vivo* RNA-LANCEr II, a phospholipid-oil emulsion (Bioo Scientific). Prior to *in vivo* administration in order to increase efficiency of delivery, the lipid suspension was homogenized to unilamellar vesicles, 120–140 nm diameter range, by extrusion through a 100 nm pore size filter using a Lipid Extruder (Bioo Scientific). LNA anti-miR-182 and control miR-scramble were delivered via tail vein injection, 20 μg/mouse/ injection on day 1, 4 and 7 during 3 weeks treatment period.

### miRNA isolation and quantification

Total RNA was isolated from LV samples using miRNeasy mini kit (Qiagen) and converted into cDNA using a TaqMan MicroRNA Reverse Transcription kit (Applied Biosystems) with specific miRNA primers supplied with the TaqMan MicroRNA Assay (Applied Biosystems). Quantitative PCR was performed in a CFX96 Real-time PCR detection system (Bio-Rad) using Taqman miRNA probes (Applied Biosystems) and SsoFast Probes Supermix (Bio-Rad). Small nucleolar RNA 202 or U6 (Applied Biosystems) were used as endogenous control for miRNA quantification.

### miRNA and mRNA microarrays

We used the Affymetrix GeneChip miRNA 2.0 array for miRNA expression profiling. The arrays were processed in conjunction with the FlashTag Biotin Labelling kit (Genisphere) by W.M. Keck Biotechnology Resource Laboratory at Yale. Total RNA (130 ng) isolated from LV samples were labeled with the FlashTag Biotin HSR RNA Kit, according to the manufacturer’s recommendation. Biotin-labeled samples were hybridized for 16 hours at 48 °C and 60 rpm on GeneChip miRNA 2.0 arrays. GeneChips were washed and stained in an Affymetrix GeneChip Fluidics Station 450, then scanned with a GeneChip Scanner 3000 7G. The data were analyzed and normalized using Expression Console Software with Affymetrix analysis settings.

We used the Affymetrix mouse gene 1.0 ST arrays (~29000 transcripts) for mRNA expression profiling. The arrays were processed and analyzed by W.M. Keck Biotechnology Resource Laboratory at Yale. High quality total RNA (250 ng) samples were processed to biotin-labeled cDNA using an Ambion WT expression kit and Affymetrix GeneChip WT Terminal Labeling kit according to the manufacturer’s instructions. Biotin-labeled samples were hybridized for 16 hours at 45 °C and 60 rpm on GeneChip Mouse Gene 1.0 ST Array. GeneChips were washed and stained in an Affymetrix Fluidics Station 450, then scanned using a GeneChip Scanner 3000 7G. The data were analyzed with a Microarray Suite version 5.0 (MAS 5.0) using Affymetrix analysis settings and global scaling as normalization method.

The data have been deposited in NCBI’s Gene Expression Omnibus^42^ and are accessible through GEO Series accession number GSE67824.

### miR-182 detection and localization by *in situ* hybridization (ISH)

ISH was performed on LV sections, fixed in 4% PFA and embedded in paraffin, using a specific double-digoxigenin (DIG) labeled miRCURY LNA mmu-miR-182 detection probe (Exiqon). DIG labeled miR-scramble probe was used as a negative control and a DIG labeled probe against U6 snRNA as a positive control. The ISH detection was optimized for 50 nM miR-182 and miR-control probe and 25 nM for U6 positive control. After ISH the sections were co-stained with an anti-cardiac troponin T antibody (Abcam) and DAPI. The images were analyzed with a Nikon Eclipse 80i microscope.

### Histological assessments

*Capillary density* and *cardiomyocyte size* were determined on serial 5 μm LV sections immunostained with anti CD31 antibody (R&D Systems) or IB4 (Sigma) and anti laminin Ab (Sigma), as we previously described^7^,^11^. Capillary/myocyte ratio and cardiomyocyte cross-sectional area were determined in captured images using a Nikon Eclipse 80i microscope and analyzed with the Image J analysis software.

### Cell culture experiments

*Neonatal rat cardiomyocytes* (NRCs) were isolated from 2-day-old Sprague-Dawley rats using a Neonatal Cardiomyocyte Isolation System (Worthington Biochemical Corp.) and plated on fibronectin-coated plates in DMEM supplemented with 10% FBS^7^,^11^. NRCs were treated with NO donor DETA-NONOate (Cayman Chemical Co), PlGF-2 (R&D System) or Ang II (Sigma-Aldrich) in serum-free medium (DMEM supplemented with 1 mg/ml BSA, 10 μg/ml transferrin and 10 μg/ml insulin) for 24 hours, as we previously described^11^.

*Transfection of NRCs* with anti-rno-miR-182 5p (Ambion), rno-miR-182 mimic 5p (Ambion), control miR scramble (Ambion), Bcat2 siRNA (Ambion), and AllStars Negative Control siRNA (Qiagen) were carried out using Lipofectamine RNAiMAX (Invitrogen). After transfection, NRCs were kept overnight in complete medium, then were placed in serum-free medium and used for experiment.

*NRCs surface area*. For cell area measurements, NRCs were plated on fibronectin-coated glass bottom plates and fixed at the end of experiments with 4% ice-cold PFA. After permeabilization with 2% PFA, 0.1% Triton X-100 and 0.1% NP-40, the cells were stained with an anti-α-actinin sarcomeric Ab (Sigma-Aldrich) and DAPI (Invitrogen) as previously described^11^. NRCs were visualized with a Nikon Ti E Eclipse inverted spinning disk confocal microscope. Cell surface area was determined in 12 random fields (20 × 1.5 magnification) captured with a Volocity 3D imaging software (PerkinElmer) and then measured using an Image J analysis software.

*3′-UTR luciferase reporter assay.* To determine whether miR-182 directly binds to the Bcat2-3’ UTR, we utilized a Gaussia luciferase (GLuc) /secreted Alkaline Phosphatase (SEAP) dual-reporter pEZX-MT05 vector (GeneCopoeia). HEK293T cells were co-transfected with 1 μg of wild type or mutated Bcat2-3′UTR GLuc/SEAP dual-reporter pEZX-MT05 plasmid and mmu-miR-182-5p mimic (Ambion) or control miR-scramble (Ambion) (100 nM) with Lipofectamine 2000 (Invitrogen). After 48 hours, both the GLuc and internal control SEAP activity were assessed in cell culture medium using a GeneCopoeia Secrete-Pair Dual Luminescence assay kit and measured with a BioTek Synergy 2 Multi-Mode microplate reader. Luciferase activity was normalized to SEAP activity and reported relative to control miR-scramble activity.

*Transfection of MEFs*with mmu-miR-182-5p mimic (Ambion) (50 nM) and control miR scramble (Ambion) (50 nM) were carried out using Lipofectamine RNAiMAX (Invitrogen). After transfection, MEFs were kept overnight in complete medium (DMEM supplemented with 10% FBS), then were placed in serum-free medium and analyzed 48 hours later.

### Endothelial cell sprouting assay

HUVECs were transfected with hsa-miR-182 5p mimic or miR scramble and the sprouting assay was conducted as previously described^43^. Briefly, 24 hours after transfection the cells were harvested and re-suspended in 300 μl fibrinogen solution (2.5 mg/ml fibrinogen (Sigma) in EBM-2 supplemented with 2% FBS and 50 μg/ml aprotinin (Sigma)), and plated on top of a pre-coated fibrin layer (400 μl fibrinogen solution clotted with 1U thrombin (Sigma) for 20 min at 37C). The second layer of fibrin was added and allowed to clot for 1 hour at 37 °C. Human fibroblasts, WI-38 cells (250,000 cells/well), in EBM-2 supplemented with 2% FBS and 25 ng/ml VEGF-A, were then plated on top of the second fibrin layer. Cultures were then incubated at 37 °C, 5% CO_2_. After 5 days, the cultures were labeled with 4 μg/ml Calcein AM for 1 hour, and imaged with a Nikon Ti E Eclipse inverted spinning disk confocal microscope using a standard FITC filter.

### miRNA target genes expression

Total RNA was reversed transcribed using iScript cDNA synthesis kit (Bio-Rad) and qPCR was carried out using iQ SYBR Green supermix kit (Bio-Rad). The following primer sets were used:

**Foxo3 mouse (**NM_019740.2): F: 5′cgttgttggtttgaatgtgg 3′and R: 5′ gagagcagatttggcaaagg 3′; **Adcy6 mouse**: (NM_007405): F: 5′agggaggtcctgtgtgtttg 3′and R: 5′ctcctgtgcaacctgggtat 3′; **Bcat2 mouse (**NM_009737): F: 5′gcatctagtccagcgtcctc 3′and R: 5′ccaaggttctcccttgaaca 3′, **Bcat2 rat** (NM_022400.1): F: 5′caggatgctacgttctgcaa 3′ and R: 5′aacaggagggcttgtgtgac 3′; **Gapdh mouse** (NM_008084.2): F: 5′ aactttggcattgtggaagg 3′and R: 5′ acacattgggggtaggaaca 3′. **Gapdh rat** (NM_017008): F: 5′ agacagccgcatcttcttgt 3′ and R: 5′ cttgccgtgggtagagtcat 3′.

### Western blotting

LV tissue/cell homogenates were extracted in RIPA lysis buffer as previously described^7^,^11^. Following transfer to Immobilon PVDF membranes (Perkin Elmer), the membranes were immunoblotted with specific antibodies against: RGS4 (Millipore), Akt (Millipore); Akt^Ser473^, p70-S6K and p70-S6K^Thr389^ (Cell Signaling); GAPDH (Research Diagnostics, INC). Immunoreactive bands were visualized using the horseradish peroxidase-conjugated secondary antibody and enhanced chemiluminescent substrate (Pierce). Images were captured using a G: Box gel imaging system and analyzed with a GeneTools software (Syngene).

### Statistical analysis

Data are presented as mean ± SEM. Differences between multiple groups were assessed, as required by the experimental design, using one-way ANOVA, two-way ANOVA or repeat measures two-way ANOVA followed by Tukey’s post-hoc test for multiple comparisons. Comparisons between two independent groups were performed using a two-sample t test. All *p* values were calculated using two-tailed statistical tests. Differences were considered significant when *p *< 0.05. Data were analyzed using GraphPad Prism Version 6.03.

## Additional Information

**How to cite this article**: Li, N. *et al.* miR-182 Modulates Myocardial Hypertrophic Response Induced by Angiogenesis in Heart. *Sci. Rep.* **6**, 21228; doi: 10.1038/srep21228 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
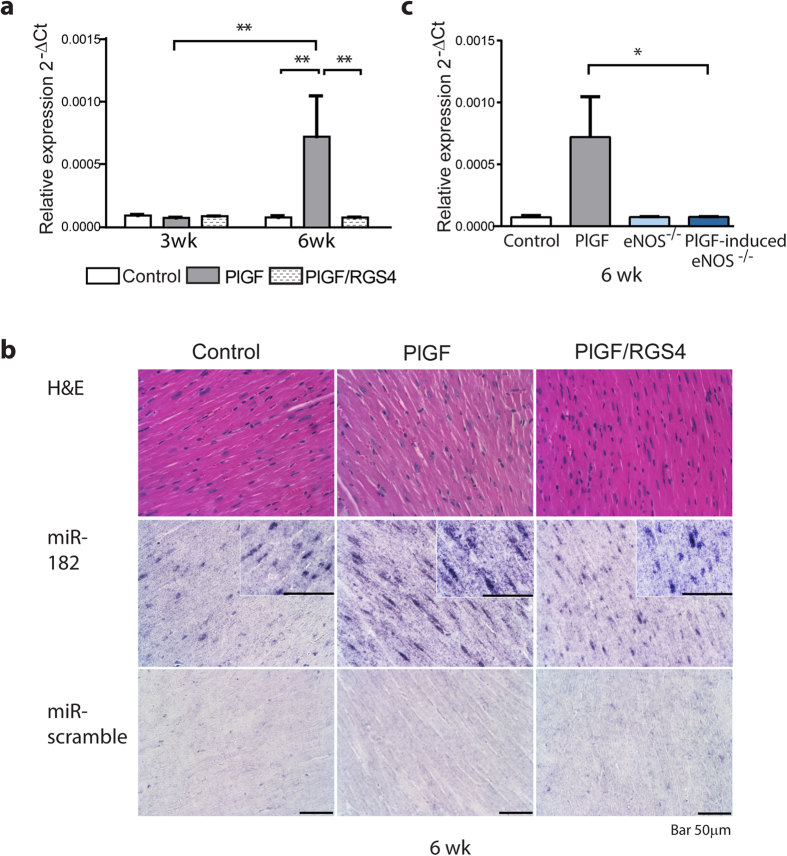
miR-182 upregulation in the heart subsequent to PlGF-induced angiogenesis is dependent on NO-induced RGS4 degradation mechanism. (**a**) Increased miR-182 expression in PlGF mice, after 6 weeks of angiogenic stimulation, is concurrent with the development of hypertrophy. miR-182 is not induced in PlGF/RGS4 mice, where hypertrophic response is inhibited. n = 6 (3 wk controls); 6 (3wk PlGF); 6 (3 wk PlGF/RGS4); 6 (6 wk controls); 5 (6 wk PlGF); 6 (6 wk PlGF/RGS4). (**b**) *In situ* hybridization of LV myocardium sections with DIG labeled miRCURY LNA mmu-miR-182 detection probe or DIG labeled miR-scramble probe. (**c**) miR-182 is not upregulated in PlGF-induced eNOS^−/−^ mice, where the hypertrophic response is inhibited. n = 6 (controls); 5 (PlGF); 5 (eNOS^−/−^); 8 (PlGF/eNOS^−/−^). *P <  0.05; **P < 0.01.

**Figure 2:**
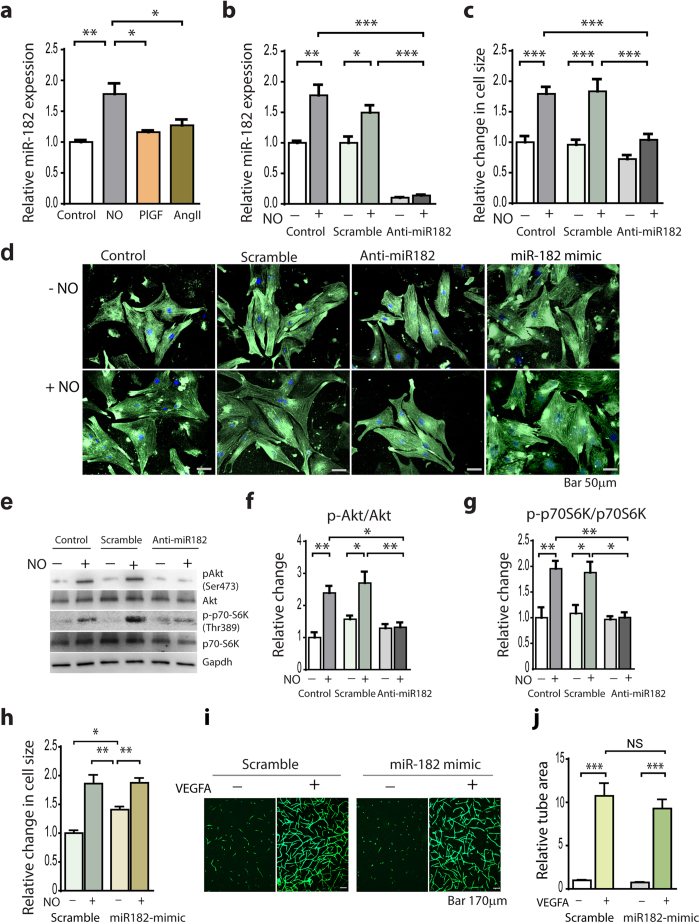
Inhibition of miR-182 prevents NO-induced cardiomyocyte hypertrophy. (**a**) miR-182 is upregulated in NRCs treated for 24 hrs with NO donor (DETA-NONOate, 100 μM), but not in PlGF (50 ng/ml) or Ang II (0.5 μM) treated NRCs. (**b**) miR-182 inhibition with anti-miR-182 (50 nM) in NO-treated NRCs, compared with miR-scramble (50 nM). (**c**) Anti-miR-182 prevents the increase in cell size in NO-treated NRCs. (**d**) Representative NRCs transfected with anti-miR-182, miR-182 mimic and miR-scramble with and without NO donor treatment for 24 hrs compared with control NRCs (co-staining with an anti-α-actinin sarcomeric Ab and DAPI). (**e**) Western blot analysis of Akt^Ser473^ and p70-S6K^Thr389^. (**f**) Relative change in Akt activation at Akt^Ser47^. (**g**) Relative change in p70S6K activation at p70-S6K^Thr389^. (**h**) miR-182 mimic promotes NRC hypertrophy. (**i**) Representative HUVECs sprouting (calcein AM staining) after transfection with miR-182 mimic or miR-scramble (50 nM). (**j**) Quantitative analysis of the tube area. * *P *<  0.05; **P < 0.01; ***P < 0.001.

**Figure 3:**
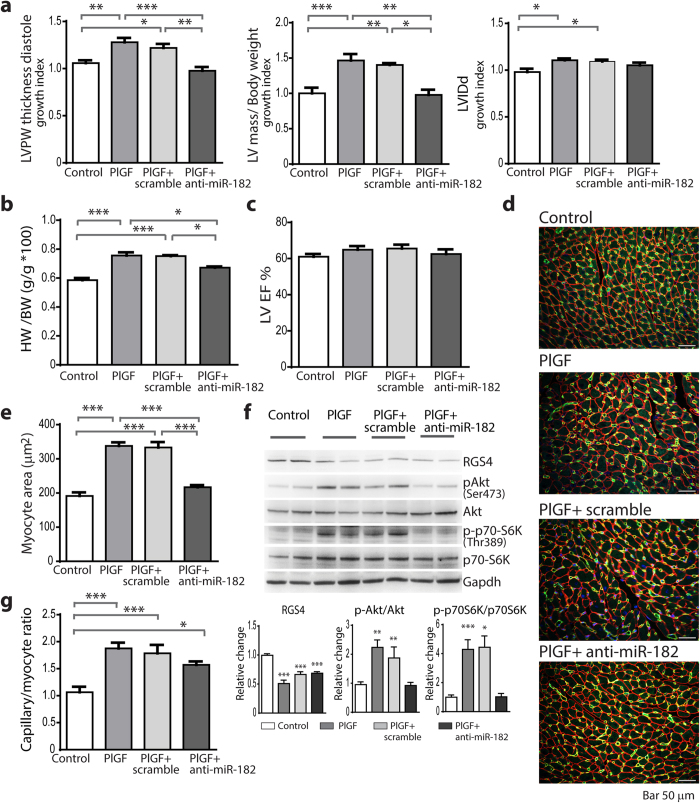
Inhibition of miR-182 prevents myocardial hypertrophy and Akt/mTORC1 activation. (**a**) Growth index of echo-determined: LV posterior wall (LVPW) thickness, LV mass (normalized to body weight) and LV internal diameter in diastole (LVIDd) in untreated PlGF mice and PlGF mice treated with either anti-miR-182 or miR-scramble, compared with control. (**b**) Heart weight (HW)/body weight (BW) ratio at the end of treatment. (**c**) Echo-determined LV ejection fraction (LVEF). (**d**) Representative LV myocardium sections immunostained with anti CD31 and anti-laminin Abs. (**e**) Cardiomyocyte cross-sectional area measurements. (**f**) Western blot analysis of RGS4, Akt^Ser473^, p70-S6K^Thr389^ expression in LV tissue lysates. (**g**) Capillary/myocyte ratio. n = 9 (controls); 9 (PlGF); 6 (PlGF+miR-scramble); 6 (PlGF+anti-miR-182). *P < 0.05; **P < 0.01; ***P < 0.001 vs. control or as indicated.

**Figure 4:**
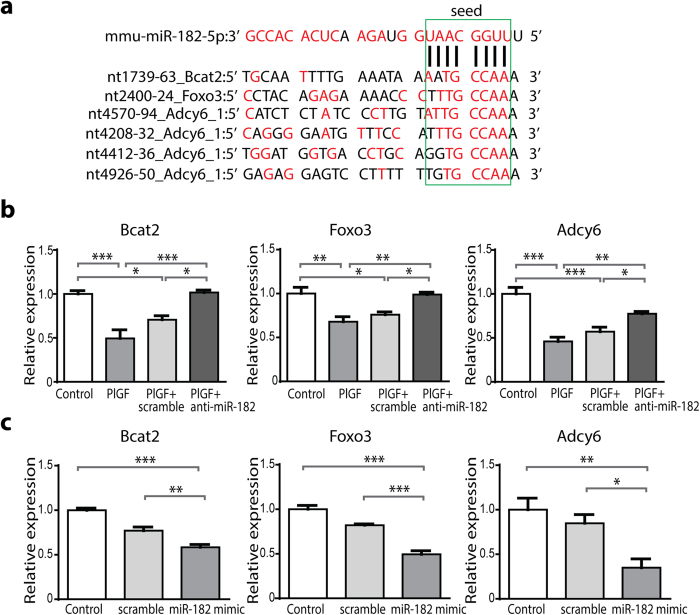
miR-182 downregulates Bcat2, Foxo3 and Adcy6 in PlGF mice and MEFs. (**a**) Alignment of mmu-miR-182 with putative 3′UTR target sites: one site in Bcat2 and Foxo3 and 4 sites in Adcy6. miR-182 seed sequence and the corresponding target sites are indicated in green box. Complementary bases are shown in red color. (**b**) Bcat2, Foxo3 and Adcy6 transcripts are downregulated in PlGF mice and control miR-scramble-treated PlGF mice, compared with controls. Anti-miR-182 treatment completely restored Bcat2 and Foxo3 expression and partially restored Adcy6 expression in PlGF mice. n = 4 (controls); 4 (PlGF); 4 (PlGF + control miR-scramble); 5 (PlGF + anti-miR-182). (**c**) Reduction of Bcat2, Foxo3 and Adcy6 expression in MEFs transfected with miR-182 mimic (50 nM). n = 4 independent experiments. *P < 0.05; **P < 0.01; ***P < 0.001.

**Figure 5:**
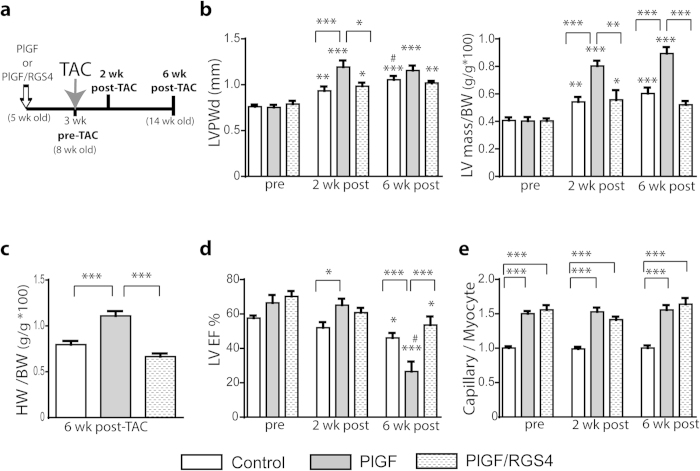
Angiogenesis-induced hypertrophic response augments myocardial hypertrophy during LV pressure overload. (**a**) PlGF and PlGF/RGS4 mice were subjected to TAC after 3 weeks of angiogenesis stimulation. All groups were examined at 2 and 6 weeks after TAC. (**b**) Echo-determined LVPWd thickness and LV mass/BW ratio at 2 and 6 weeks after TAC. Greater myocardial hypertrophy in PlGF mice after TAC, compared with PlGF/RGS4 and control mice. (**c**) HW/BW ratio 6 weeks after TAC in all groups. (**d**) Echo-determined LVEF prior and at 2 and 6 weeks after TAC. (**e**) Capillary/myocyte ratio in all groups prior to TAC and up to 6 weeks after TAC. n = 11 (controls); 6 (PlGF); 5 (PlGF/RGS4). *P < 0.05, **P < 0.01, ***P < 0.001 vs. pre-TAC or as indicated; # *P *< 0.05 vs. 2 wk post-TAC.

**Figure 6:**
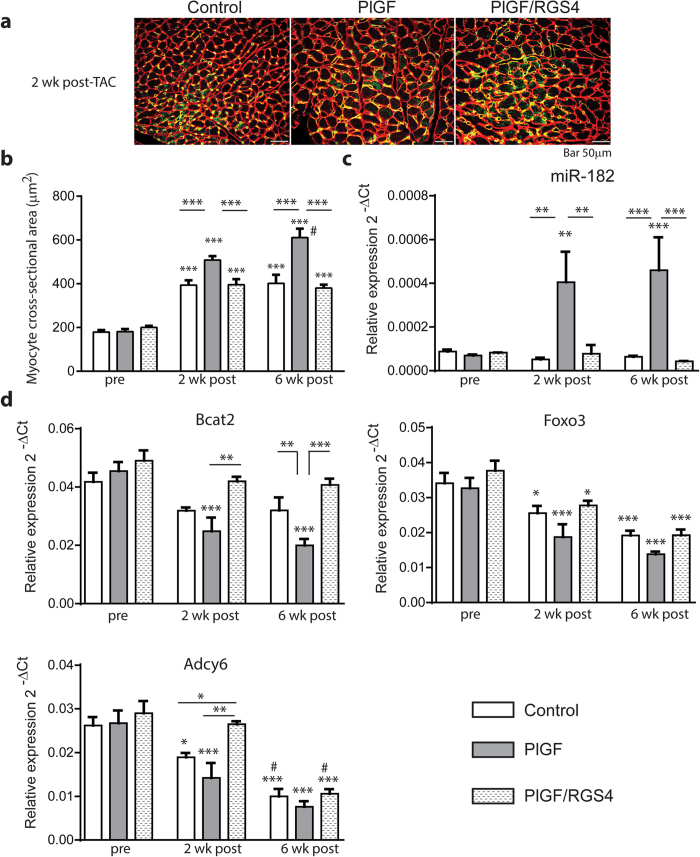
miR-182 is not associated with the hypertrophic response induced by LV pressure overload. (**a**) Representative immunostaining with anti CD31 and anti-laminin Abs of LV myocardium sections at 2 weeks post-TAC in PlGF, PlGF/RGS4 and control mice. (**b**) Increased cardiomyocyte cross-sectional area in LV myocardium sections in all groups after TAC. Greater cardiomyocyte area in PLGF mice. (**c**) Increased miR-182 expression in PlGF mice, but not in PlGF/RGS4 or control mice. (**d**) Comparative analysis of Bcat2, Foxo3 and Adcy6 expression prior and during TAC. n = 6 (control pre-TAC); 6 (PlGF pre-TAC); 6 (PlGF/RGS4 pre-TAC); n = 7 (control 2 wk post-TAC); 4 (PlGF 2 wk post-TAC); 4 (PlGF/RGS4 2 wk post-TAC); 6 (control 6 wk post-TAC); 6 (PlGF 6 wk post-TAC); 5 (PlGF/RGS4 6 wk post-TAC). *P < 0.05, **P < 0.01, ***P < 0.001 vs. pre-TAC or as indicated; # *P *< 0.05 vs. 2 wk post-TAC.

**Figure 7:**
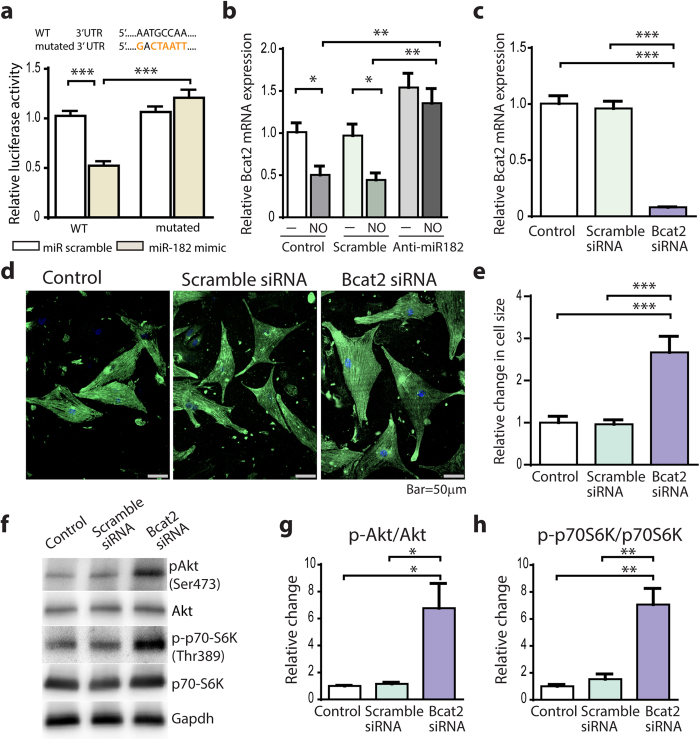
Bcat2 depletion induces cardiomyocyte hypertrophy. (**a**) Reduced activity of wild type (WT) Bcat2-3′UTR luciferase reporter in HEK293T cells co-transfected with miR-182 mimic, compared with miR-scramble. miR-182 did not reduce the activity of mutant (Mut) Bcat2-3′UTR luciferase reporter. Mutations in Bcat2-3′UTR are indicated in orange. (**b**) Reduction of Bcat2 expression in NO-treated NRCs and restoration of Bcat2 expression with anti-miR-182 treatment. (**c**) Bcat2 depletion in Bcat2-siRNA-treated NRCs. (**d**) Representative Bcat2-siRNA-treated NRCs after 24 hrs in a serum-free medium, compared with scramble-siRNA treated and control NRCs (co-staining with anti-α-actinin sarcomeric Ab and DAPI). (**e**) Increased cell surface area of Bcat2-siRNA-treated NRCs. (**f**) Western blot analysis of Akt^Ser473^ and p70-S6K^Thr389^. (**g**) Relative change in Akt activation at Akt^Ser473^. (**h**) Relative change in p70-S6K activation at p70-S6K^Thr389^. n = 3 independent experiments; * *P* < 0.05; **P < 0.01; ***P < 0.001.

## References

[b1] TirziuD., GiordanoF. J. & SimonsM. Cell communications in the heart. Circulation 122, 928–937 (2010).2080543910.1161/CIRCULATIONAHA.108.847731PMC2941440

[b2] IzumiyaY. *et al.* Vascular endothelial growth factor blockade promotes the transition from compensatory cardiac hypertrophy to failure in response to pressure overload. Hypertension 47, 887–893 (2006).1656759110.1161/01.HYP.0000215207.54689.31PMC3132898

[b3] ShiojimaI. *et al.* Disruption of coordinated cardiac hypertrophy and angiogenesis contributes to the transition to heart failure. J Clin Invest 115, 2108–2118 (2005).1607505510.1172/JCI24682PMC1180541

[b4] WalshK. & ShiojimaI. Cardiac growth and angiogenesis coordinated by intertissue interactions. J Clin Invest 117, 3176–3179 (2007).1797566210.1172/JCI34126PMC2045631

[b5] HeinekeJ. *et al.* Cardiomyocyte GATA4 functions as a stress-responsive regulator of angiogenesis in the murine heart. J Clin Invest 117, 3198–3210 (2007).1797566710.1172/JCI32573PMC2045611

[b6] TomanekR. J., DotyM. K. & SandraA. Early coronary angiogenesis in response to thyroxine: growth characteristics and upregulation of basic fibroblast growth factor. Circ Res 82, 587–593 (1998).952916310.1161/01.res.82.5.587

[b7] TirziuD. *et al.* Myocardial hypertrophy in the absence of external stimuli is induced by angiogenesis in mice. J Clin Invest 117, 3188–3197 (2007).1797566610.1172/JCI32024PMC2045601

[b8] RoncalC. *et al.* Beneficial effects of prolonged systemic administration of PlGF on late outcome of post-ischaemic myocardial performance. J Pathol 216, 236–244 (2008).1872907710.1002/path.2408

[b9] BryM. *et al.* Vascular endothelial growth factor-B acts as a coronary growth factor in transgenic rats without inducing angiogenesis, vascular leak, or inflammation. Circulation 122, 1725–1733 (2010).2093797410.1161/CIRCULATIONAHA.110.957332

[b10] AccorneroF. *et al.* Placental growth factor regulates cardiac adaptation and hypertrophy through a paracrine mechanism. Circ Res 109, 272–280 (2011).2163680210.1161/CIRCRESAHA.111.240820PMC3146170

[b11] JabaI. M. *et al.* NO triggers RGS4 degradation to coordinate angiogenesis and cardiomyocyte growth. J Clin Invest 123, 1718–1731 (2013).2345474810.1172/JCI65112PMC3613910

[b12] KivelaR. *et al.* VEGF-B-induced vascular growth leads to metabolic reprogramming and ischemia resistance in the heart. EMBO Mol Med 6, 307–321 (2014).2444849010.1002/emmm.201303147PMC3958306

[b13] HuR. G. *et al.* The N-end rule pathway as a nitric oxide sensor controlling the levels of multiple regulators. Nature 437, 981–986 (2005).1622229310.1038/nature04027

[b14] MittmannC. *et al.* Expression of ten RGS proteins in human myocardium: functional characterization of an upregulation of RGS4 in heart failure. Cardiovasc Res 55, 778–786 (2002).1217612710.1016/s0008-6363(02)00459-5

[b15] DweepH., StichtC., PandeyP. & GretzN. miRWalk–database: prediction of possible miRNA binding sites by “walking” the genes of three genomes. J Biomed Inform 44, 839–847 (2011).2160570210.1016/j.jbi.2011.05.002

[b16] HudsonM. B. *et al.* miR-182 attenuates atrophy-related gene expression by targeting FoxO3 in skeletal muscle. Am J Physiol Cell Physiol 307, C314–C319 (2014).2487185610.1152/ajpcell.00395.2013PMC4137139

[b17] SeguraM. F. *et al.* Aberrant miR-182 expression promotes melanoma metastasis by repressing FOXO3 and microphthalmia-associated transcription factor. Proc Natl Acad Sci USA 106, 1814–1819 (2009).1918859010.1073/pnas.0808263106PMC2634798

[b18] YangW.-B. *et al.* Sp1-mediated microRNA-182 expression regulates lung cancer progression. Oncotarget 5, 740–753, (2014).2451990910.18632/oncotarget.1608PMC3996653

[b19] SausE. *et al.* Genetic variants and abnormal processing of pre-miR-182, a circadian clock modulator, in major depression patients with late insomnia. Hum Mol Genet 19, 4017–4025 (2010).2065678810.1093/hmg/ddq316

[b20] XuS., WitmerP. D., LumayagS., KovacsB. & ValleD. MicroRNA (miRNA) transcriptome of mouse retina and identification of a sensory organ-specific miRNA cluster. J Biol Chem 282, 25053–25066 (2007).1759707210.1074/jbc.M700501200

[b21] AutieroM. *et al.* Role of PlGF in the intra- and intermolecular cross talk between the VEGF receptors Flt1 and Flk1. Nat Med 9, 936–943 (2003).1279677310.1038/nm884

[b22] AhmadS. *et al.* Direct evidence for endothelial vascular endothelial growth factor receptor-1 function in nitric oxide-mediated angiogenesis. Circ Res 99, 715–722 (2006).1694613610.1161/01.RES.0000243989.46006.b9

[b23] WeiL. *et al.* Differential expression of microRNAs during allograft rejection. Am J Transplant 12, 1113–1123 (2012).2230050810.1111/j.1600-6143.2011.03958.xPMC3461331

[b24] TaurinoC. *et al.* Gene expression profiling in whole blood of patients with coronary artery disease. Clin Sci (Lond) 119, 335–343 (2010).2052876810.1042/CS20100043PMC2922838

[b25] CakmakH. A. *et al.* The prognostic value of circulating microRNAs in heart failure: preliminary results from a genome-wide expression study. J Cardiovasc Med (Hagerstown, Md) 16, 431–437 (2015).10.2459/JCM.000000000000023325643195

[b26] GuttillaI. K. & WhiteB. A. Coordinate regulation of FOXO1 by miR-27a, miR-96, and miR-182 in breast cancer cells. J Biol Chem 284, 23204–23216 (2009).1957422310.1074/jbc.M109.031427PMC2749094

[b27] SkurkC. *et al.* The FOXO3a transcription factor regulates cardiac myocyte size downstream of AKT signaling. J Biol Chem 280, 20814–20823 (2005).1578145910.1074/jbc.M500528200PMC3632436

[b28] WangK. *et al.* Cardiac Hypertrophy Is Positively Regulated by MicroRNA miR-23a. J Biol Chem 287, 589–599 (2012).2208423410.1074/jbc.M111.266940PMC3249113

[b29] YoungL. H. *et al.* Myocardial protein turnover in patients with coronary artery disease. Effect of branched chain amino acid infusion. J Clin Invest 87, 554–560 (1991).199183810.1172/JCI115030PMC296343

[b30] ShimizuN. *et al.* Crosstalk between Glucocorticoid Receptor and Nutritional Sensor mTOR in Skeletal Muscle. Cell Metabolism 13, 170–182 (2011).2128498410.1016/j.cmet.2011.01.001

[b31] SheP. *et al.* Disruption of BCATm in Mice Leads to Increased Energy Expenditure Associated with the Activation of a Futile Protein Turnover Cycle. Cell Metabolism 6, 181–194 (2007).1776790510.1016/j.cmet.2007.08.003PMC2693888

[b32] BlomstrandE., EliassonJ., KarlssonH. K. R. & KöhnkeR. Branched-Chain Amino Acids Activate Key Enzymes in Protein Synthesis after Physical Exercise. J Nutri 136, 269S–273S (2006).10.1093/jn/136.1.269S16365096

[b33] SancakY. *et al.* Ragulator-Rag complex targets mTORC1 to the lysosomal surface and is necessary for its activation by amino acids. Cell 141, 290–303 (2010).2038113710.1016/j.cell.2010.02.024PMC3024592

[b34] TatoI., BartronsR., VenturaF. & RosaJ. L. Amino acids activate mammalian target of rapamycin complex 2 (mTORC2) via PI3K/Akt signaling. J Biol Chem 286, 6128–6142 (2011).2113135610.1074/jbc.M110.166991PMC3057817

[b35] EspinasseI. *et al.* Decreased type VI adenylyl cyclase mRNA concentration and Mg(2+)-dependent adenylyl cyclase activities and unchanged type V adenylyl cyclase mRNA concentration and Mn(2+)-dependent adenylyl cyclase activities in the left ventricle of rats with myocardial infarction and longstanding heart failure. Cardiovasc Res 42, 87–98 (1999).1043499910.1016/s0008-6363(98)00283-1

[b36] SuganoY. *et al.* Activated expression of cardiac adenylyl cyclase 6 reduces dilation and dysfunction of the pressure-overloaded heart. Biochem Biophys Res Commun 405, 349–355 (2011).2119505110.1016/j.bbrc.2010.12.113PMC3219303

[b37] PerrinoC. *et al.* Intermittent pressure overload triggers hypertrophy-independent cardiac dysfunction and vascular rarefaction. J Clin Invest 116, 1547–1560 (2006).1674157510.1172/JCI25397PMC1464895

[b38] PereiraR. O. *et al.* Maintaining PGC-1alpha expression following pressure overload-induced cardiac hypertrophy preserves angiogenesis but not contractile or mitochondrial function. FASEB J 28, 3691–3702 (2014).2477674410.1096/fj.14-253823PMC4101649

[b39] AranyZ. *et al.* HIF-independent regulation of VEGF and angiogenesis by the transcriptional coactivator PGC-1α. Nature 451, 1008–1012 (2008).1828819610.1038/nature06613

[b40] DuC. *et al.* Hypoxia-inducible MiR-182 promotes angiogenesis by targeting RASA1 in hepatocellular carcinoma. J Exp Clin Cancer Res 34, 67 (2015).2612685810.1186/s13046-015-0182-1PMC4493986

[b41] HuP. *et al.* Minimally invasive aortic banding in mice: effects of altered cardiomyocyte insulin signaling during pressure overload. Am J Physiol Heart Circ Physiol 285, H1261–1269 (2003).1273862310.1152/ajpheart.00108.2003

[b42] EdgarR., DomrachevM. & LashA. E. Gene Expression Omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res 30, 207–210 (2002).1175229510.1093/nar/30.1.207PMC99122

[b43] TirziuD. *et al.* Endothelial nuclear factor-kappaB-dependent regulation of arteriogenesis and branching. Circulation 126, 2589–2600 (2012).2309106310.1161/CIRCULATIONAHA.112.119321PMC3514045

# Supplementary material for: miR-182 Modulates Myocardial Hypertrophic Response Induced by Angiogenesis in Heart
**Source:** Sci Rep. 2016 Feb 18;6:21228. doi: 10.1038/srep21228
**Supplement:** Supplementary Information

## SUPPLEMENTARY DATA

### miR-182 Modulates Myocardial Hypertrophic Response Induced by Angiogenesis in Heart

Na Li, Cheol Hwangbo, Irina M. Jaba, Jiasheng Zhang, Irinna Papangeli, Jinah Han, Nicole Mikush, Bruno Larrivée, Anne Eichmann, Hyung J. Chun, Lawrence H. Young, Daniela Tirziu

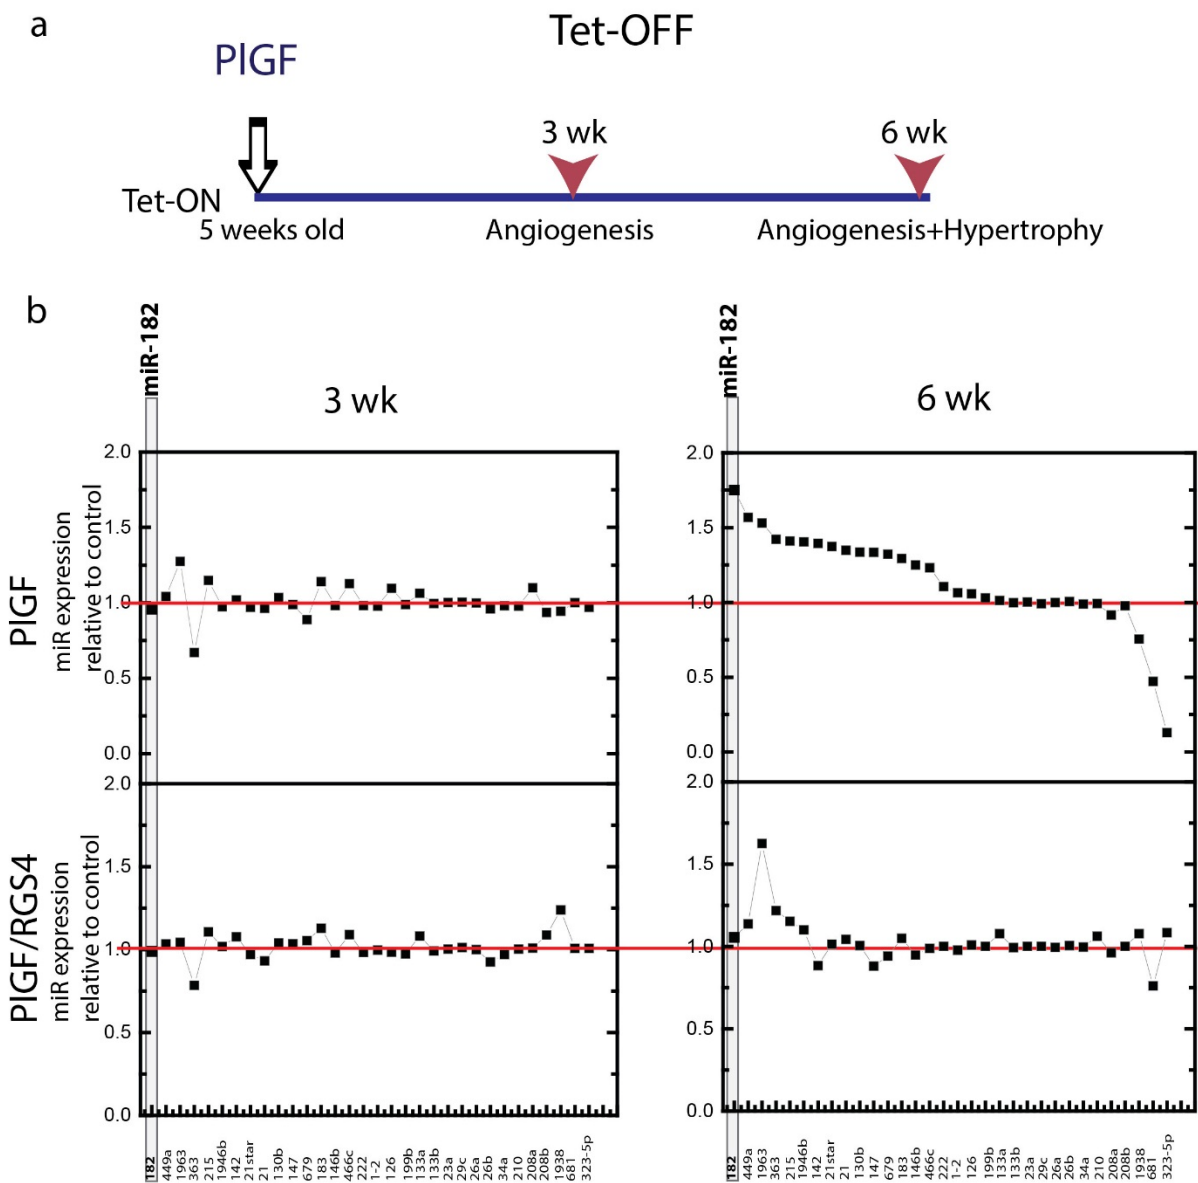

**Supplementary Figure S1. (a)** Schematic representation of the cardiac specific inducible Tet-OFF mouse model of PIGF expression. PIGF transgene expression is induced in 5 weeks old mouse heart, in the absence of doxycycline (Tet-OFF) for up to 6 weeks. We previously described that angiogenesis determined after 3 weeks of PIGF stimulation preceded myocardial hypertrophy that was apparent after 6 weeks of angiogenesis.<sup>1</sup> **(b)** Comparative analysis of miRNA arrays (GeneChip miRNA 2.0 array, Affimetrix). Representative expression profiles of 32 microRNAs in hearts of PIGF mice (angiogenesis with the hypertrophic response) and PIGF/RGS4 mice (angiogenesis with the inhibition of hypertrophic response) relative to controls, after 3 and 6 weeks of transgene induction. Note the upregulation of miR-182 expression in PIGF mice at 6 weeks, compared with PIGF/RGS4 and control mice. No changes in expression for miRNAs previously reported as being associated with myocardial hypertrophy and heart failure such as: miR-1, miR-133a/b, miR-199b, miR-23a, miR-29c, miR-26a/b, miR-222, miR-34a, miR-210, miR-208a/b.<sup>2-7</sup>

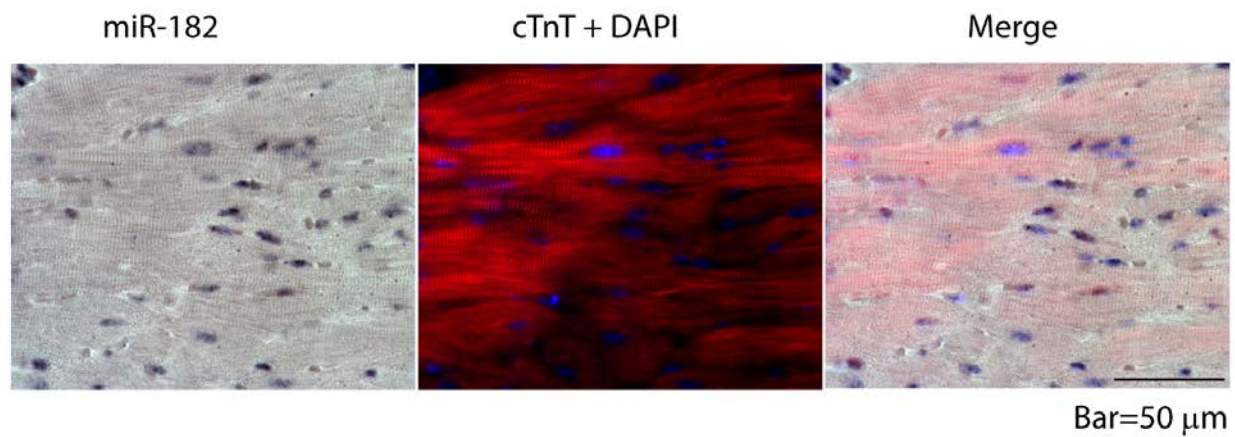

**Supplementary Figure S2.** In situ hybridization of LV myocardium sections with DIG labeled LNA mmu-miR-182 detection probe co-stained with an anti-cardiac troponin T antibody (cTnT) and DAPI.

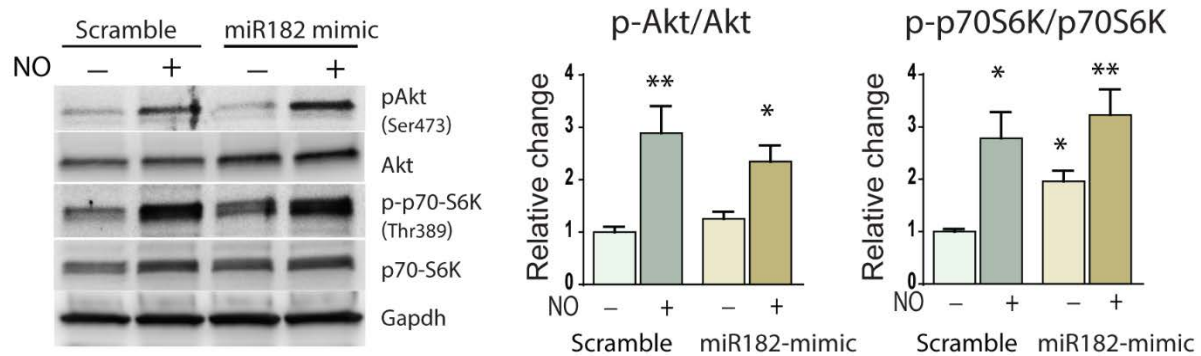

**Supplementary Figure S3.** miR-182 mimic treatment promotes p70-S6K<sup>Thr389</sup> phosphorylation in NRCs. n=4/group, \* $P<0.05$ ; \*\* $P<0.001$ , compared to control scramble.

a

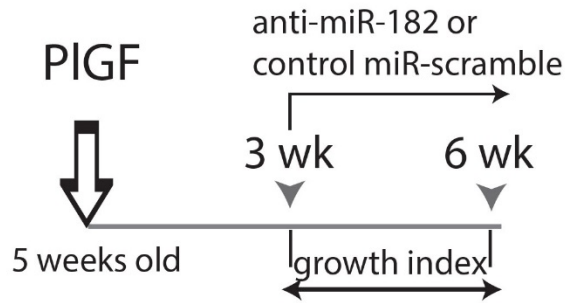

b

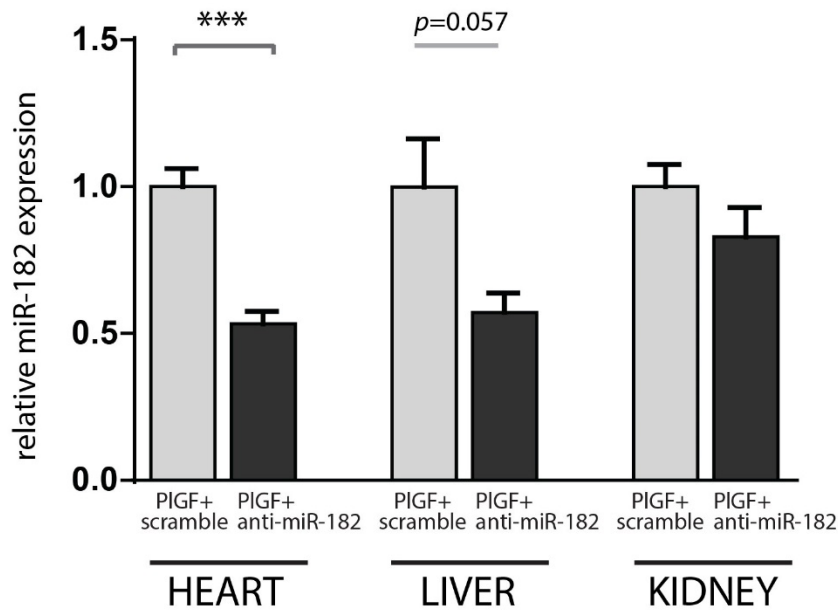

**Supplementary Figure S4.** Treatment of PIGF mice with anti-miR182 and control miR-scramble. **(a).** Representation of the experimental design. PIGF mice were treated with anti-miR-182 or control miR-scramble in the hypertrophic phase of angiogenic stimulation (the last 3 weeks of the 6 week period). The growth index represents the ratio of echocardiographic indicators of LV hypertrophy after treatment to measurements prior treatment. **(b).** Relative expression of miR-182 in heart, liver and kidney after the treatment with anti-miR-182. n=5 (PIGF+miR-scramble); 6 (PIGF+anti-miR-182). \*\*\* $P<0.001$

Supplementary Table S1. Potential miR-182 targets identified in comparative mRNA profiling of LV samples from PIGF and PIGF/RGS4 mice vs. control mice and analysed using miWalk database on predicted and validated microRNA targets.

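With all arrays, Pink1, Slc25a42 and Agtpbp1 have the largest fold changes of the 9 genes below control in PlGF, at −1.54, −1.53 and −1.50 from the group means of the log2 intensities (a fold below control is written with a minus sign). Foxo3 (−1.47), Mccc1 (−1.44) and Akap7 (−1.43) follow, then Adcy6 (−1.31), Pcx (−1.30) and Bcat2 (−1.29). In the arrays labelled PlGF/RGS4, a label that Pgf goes against, Foxo3 is at −1.26, Agtpbp1 at −1.10, Akap7 at −1.07, Mccc1 at −1.05, Adcy6 at −1.03, Pink1 at −1.02 and Bcat2 at −1.00. Slc25a42 (1.03) and Pcx (1.06) lie above control there. In limma, the unadjusted p in PlGF ran from 0.00385 for Foxo3 to 0.0377 for Slc25a42. For the arrays labelled PlGF/RGS4 it was 0.0251 for Foxo3 and ran from 0.347 to 0.982 for the other 8 genes. These p-values rest on a spread shared with the PlGF arrays. Over all genes 454 were lower in the arrays labelled PlGF/RGS4 at an unadjusted p under 0.05, and 822 with only the 2 groups compared. Leaving out PlGF replicate 1 changes this order: Foxo3 (−1.24) and Agtpbp1 (−1.23) then have the largest folds, Pink1 (−1.10) and Slc25a42 (−1.08) the smallest, with Bcat2 at −1.11 and Adcy6 at −1.12, and leaving out PlGF replicate 2 takes Adcy6 to −1.53. The table's own columns give a probe set, a fold change and a p for each group against control, and the paper's folds run from −1.5367 to −1.2921 in PlGF and from −1.26108 to 1.05947 in PlGF/RGS4.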

| Transcript Cluster ID | Gene Symbol     | Fold-Change<br>PIGF vs. CTRL | p-value<br>PIGF vs. CTRL | Fold-Change<br>PIGF/RGS4 vs. CTRL | p-value<br>PIGF/RGS4 vs. CTRL | mRNA_assignment                                                                   |
|-----------------------|-----------------|------------------------------|--------------------------|-----------------------------------|-------------------------------|-----------------------------------------------------------------------------------|
| 10517600              | <b>Pink1</b>    | -1.5367                      | 0.08357                  | -1.02285                          | 0.90405                       | NM_026880 // RefSeq // Mus musculus PTEN induced putative kinase 1 (Pink1), nucl  |
| 10579199              | <b>Slc25a42</b> | -1.5335                      | 0.08909                  | 1.03448                           | 0.85926                       | NM_001007570 // RefSeq // Mus musculus solute carrier family 25, member 42 (Slc2  |
| 10409737              | <b>Agtbp1</b>   | -1.5027                      | 0.02089                  | -1.09877                          | 0.42921                       | NM_023328 // RefSeq // Mus musculus ATP/GTP binding protein 1 (Agtbp1), transcr   |
| 10368888              | <b>Foxo3</b>    | -1.4679                      | 0.01582                  | -1.26108                          | 0.26002                       | NM_019740 // RefSeq // Mus musculus forkhead box O3 (Foxo3), mRNA. // chr10 // 1  |
| 10497773              | <b>Mtccc1</b>   | -1.4439                      | 0.05990                  | -1.05203                          | 0.72371                       | NM_023644 // RefSeq // Mus musculus methylcrotonyl-Coenzyme A carboxylase 1 (al   |
| 10368356              | <b>Akap7</b>    | -1.4276                      | 0.05218                  | -1.07495                          | 0.58986                       | NM_018747 // RefSeq // Mus musculus A kinase (PRKA) anchor protein 7 (Akap7), mR  |
| 10432190              | <b>Adcy6</b>    | -1.3065                      | 0.03496                  | -1.03071                          | 0.73133                       | NM_007405 // RefSeq // Mus musculus adenylylate cyclase 6 (Adcy6), mRNA. // chr15 |
| 10460400              | <b>Pcx</b>      | -1.3013                      | 0.07291                  | 1.05947                           | 0.60249                       | NM_001162946 // RefSeq // Mus musculus pyruvate carboxylase (Pcx), nuclear gene   |
| 10553015              | <b>Bcat2</b>    | -1.2921                      | 0.05522                  | -1.00185                          | 0.98474                       | NM_009737 // RefSeq // Mus musculus branched chain aminotransferase 2, mitochond  |

## **References**

1. Jaba, I. M. *et al.* NO triggers RGS4 degradation to coordinate angiogenesis and cardiomyocyte growth. *J Clin Invest* **123**, 1718-1731 (2013).
2. Care, A. *et al.* MicroRNA-133 controls cardiac hypertrophy. *Nat Med* **13**, 613-618 (2007).
3. da Costa Martins, P. A. *et al.* MicroRNA-199b targets the nuclear kinase Dyrk1a in an auto-amplification loop promoting calcineurin/NFAT signalling. *Nat Cell Biol* **12**, 1220-1227 (2010).
4. Ikeda, S. *et al.* MicroRNA-1 negatively regulates expression of the hypertrophy-associated calmodulin and Mef2a genes. *Mol Cell Biol* **29**, 2193-2204 (2009).
5. Sayed, D., Hong, C., Chen, I. Y., Lypowy, J. & Abdellatif, M. MicroRNAs play an essential role in the development of cardiac hypertrophy. *Circ Res* **100**, 416-424 (2007).
6. van Rooij, E., Marshall, W. S. & Olson, E. N. Toward microRNA-based therapeutics for heart disease: the sense in antisense. *Circ Res* **103**, 919-928 (2008).
7. Wang, K. *et al.* Cardiac Hypertrophy Is Positively Regulated by MicroRNA miR-23a. *J Biol Chem* **287**, 589-599 (2012).

How the deposited data were processed for this re-analysis (not part of the article)

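Left ventricular RNA of 8 mice was measured on Affymetrix mouse gene arrays, 1 array per heart: 3 control mice, 2 PlGF mice and 3 mice labelled PlGF/RGS4. The mice were 11 weeks old, and the transgenes had been expressed for 6 weeks. The labels call the arrays biological replicates and give no sex. The microRNA arrays of the study, and its experiments on pressure overload and on cultured cardiomyocytes, were not analysed here.

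The authors made the deposited intensity values with MAS5, with Affymetrix settings and global scaling, as the methods state; the submitters' notes name MAS5 too. The values are linear, 1 per probe set, from 7.1 to 21704. The median intensity of the arrays was 112.8, 112.4 and 111.1 in control, 115.2 and 114.5 in PlGF, and 111.8, 111.9 and 112.7 in the arrays labelled PlGF/RGS4, so the arrays had been brought to 1 level before deposit. All 8 columns were used, and 0 were left out. No genome build is named for the arrays, so no coordinates are given; the table of gene names used here follows the mouse assembly GRCm38.p6 and served only for names and for the chromosomes of called genes.

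Of 28440 probe sets, 23398 carry a gene name and 5042 have none here. The 21780 with 1 symbol were kept, the 1618 with several symbols were left out, and of several probe sets of a gene the brightest was taken, which gave 19933 genes. Values were taken as log2 of the intensity plus 1. A fold change is therefore on that scale, which understates the change of dim genes.

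Groups were compared in R 4.3.3 with limma 3.58.1 (lmFit and eBayes). One fit to all 8 arrays with 3 group means gave the contrasts PlGF versus control, PlGF/RGS4 versus control and PlGF versus PlGF/RGS4, with Benjamini-Hochberg adjustment over 19933 genes and a threshold of 0.05. The last contrast is the test of the difference between the effects in the 2 transgenic groups. The prior had 2.41 degrees of freedom and an SD of 0.0813 (log2). Single genes also had a two-sided exact permutation test, over 10 arrangements of 2 arrays against 3 or 20 of 3 against 3, which cannot give a p under 0.1. An SD is between the arrays of a group on the intensity scale, and an SE is limma's on the log2 scale. For PlGF the values of both arrays are given in place of an SD. With 1 array per heart, the spread between arrays holds both the measurement and the animals.

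Gene lists were tested with camera at a preset correlation of 0.01 between genes, adjusted over the 30 lists with at least 5 measured genes; camera with an estimated correlation and fry were run beside it. Of 566 listed genes 525 were measured. The 33 lists were Supplementary Table S1, cited miR-182 targets, branched chain amino acid breakdown, the FoxO and atrophy program, beta-adrenergic and cAMP signalling, fetal and pathological hypertrophy, fibrosis and extracellular matrix, endothelial markers, angiogenic and sprouting endothelium, pericytes and smooth muscle, macrophages and other leukocytes, cardiomyocyte sarcomere and calcium handling, atrial myocardium, epicardium, blood cells, adipose tissue, skeletal muscle, fatty acid oxidation, oxidative phosphorylation, the tricarboxylic acid cycle and pyruvate metabolism, mTORC1 signalling and ATF4 targets, ribosome biogenesis, NO-cGMP and G protein regulators, the VEGF family and receptors, transgenes, the miR-183-96-182 cluster and microRNA machinery, hypoxia and glycolysis, the cell cycle, immediate early and heat shock genes, the circadian clock, sex-linked genes, reference genes and interferon response. Blood cells, transgenes and sex-linked genes had too few measured genes for a test.

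A gene was named if the paper's text or Table S1 names it. Per comparison and direction, the 10 genes with the largest log2 fold change were named among those at an adjusted p under 0.05 whose arrays do not overlap. Where fewer passed, the 10 were filled by unadjusted p from genes with a fold of at least 1.3 and arrays that do not overlap, and such genes are said to be filled in. Up to 4 members of each reported list with the smallest unadjusted p were named as well. Predicted genes without a proper name were left out of the naming and kept in the counts; this concerned 15 higher and 13 lower genes in PlGF versus control, and 12 higher and 1 lower in PlGF versus PlGF/RGS4. The values in the paper's tables had been seen.

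These tests, the lists, the naming rule and the following alternatives were chosen before the data were examined. They were quantile normalization, centring of each array on its median, only genes above the median level, all probe sets, a trend and robust prior, array weights, only the arrays of the 2 groups compared, the t-test of the paper's methods, the spread of a one-way ANOVA, the replicate number as a block, log2 of the intensity plus 16, and each array left out in turn. The genes lower in PlGF alone were those lower than control by at least 1.25-fold at an unadjusted p under 0.1. They were also not lower at an unadjusted p under 0.1 in the arrays labelled PlGF/RGS4. These limits were a choice of this re-analysis. The paper's Table S1 had been seen by then, and all its genes lie within them in PlGF. Other thresholds were run for the genes lower in PlGF alone and for the calls shared by both comparisons. Sex as a block, alone and without PlGF replicate 1, was added after the data had been seen. A planned test of miR-182 seed sites was not run, since no 3' UTR sequences were at hand.

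The fit was tested on simulated data in which 200 of 19933 genes were changed. At 1.5-fold, 2-fold and 4-fold, 69%, 93.5% and 100% were recovered for PlGF versus control, 85%, 96.5% and 100% for PlGF/RGS4 versus control, and 81.5%, 96% and 99.5% for PlGF versus PlGF/RGS4, with 2.6% to 8% false calls. A list shifted on purpose was found in each of the 3 comparisons, with 0 other lists called. That result does not speak for lists whose genes vary together. In PlGF versus control the estimated correlation of the called lists ran from −0.07 (VEGF family) to 0.88 (oxidative phosphorylation). With it 0 of the 17 lists kept their call. The simulated arrays were drawn alike, without an array that stands apart.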

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

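Of the tests of explanations below, the direction of changes in the 2 PlGF arrays and the regrouping of the arrays were set before their results were seen, and the others were chosen after the result was seen; the comparisons of groups and lists, and the arrays left out in turn, were planned.

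Pgf differed between PlGF and the arrays labelled PlGF/RGS4 by 2.99 ± 0.58 (log2, SE; limma unadjusted p = 0.00105, adjusted p = 0.0622), and 237 genes differed at an adjusted p under 0.05, as did the interferon response list with a median of 1.56. These stand out because the difference between the 2 transgenic groups was itself tested. The gene count was 273 without PlGF replicate 1, 5591 without PlGF replicate 2, 26, 23 and 25 without control replicates 1, 2 and 3, and 19, 25 and 11 without replicates 1, 2 and 3 of the arrays labelled PlGF/RGS4. Pgf was at 1.91 without PlGF replicate 1. The interferon median was 0.96 without PlGF replicate 1, and the list's adjusted p was 3.7e-18, or 0.334 with an estimated correlation.

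The remaining results stand out because they lie in genes the paper does not discuss and above the level of the controls. In PlGF 356 genes were higher than in control, among them Cxcl9 (3.84) and Gzmb (2.86 ± 0.13, SE, adjusted p = 4.4e-04), the gene of granzyme B in cytotoxic lymphocytes, which averaged 51.2 in control, 381 in PlGF and 56.5 in the arrays labelled PlGF/RGS4. For the arrays labelled PlGF/RGS4, Slc17a7, a glutamate transporter gene, was higher than in control by 2.07 ± 0.15 (adjusted p = 0.035), Casq1, the calcium store protein of fast skeletal muscle, by 1.48 ± 0.12 (adjusted p = 0.0363), and Nova1, a splicing factor gene of neurons, by 0.55 ± 0.05 (adjusted p = 0.0389). With 1 array left out the changes stayed at 1.98 to 2.23, 1.38 to 1.60 and 0.52 to 0.58, while the adjusted p ran from 0.0168 to 0.268, 0.0543 to 0.376 and 0.0543 to 0.426, so that Slc17a7 passed only without control replicate 1 and the others in no such fit.

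Pgf stood at control level in the 3 arrays labelled PlGF/RGS4 (−0.32 ± 0.52, SE) and 2.67 above control in PlGF. The value in PlGF was more than 3 SE above control, although without PlGF replicate 1 it was 1.58. So this probe set read more Pgf RNA there, but whether from the responder or from the heart's own gene was not tested. This therefore does not decide whether the probe set reads the PlGF responder. Whether the arrays labelled PlGF/RGS4 are further hearts of the same kind as the controls stays open: the genes at least 1.5-fold off 1 control array in both PlGF arrays shifted the same way in these arrays, against the 2 other controls, by a median that averaged 0.0401 over the 3 choices of that control (0.024 to 0.051, each with an SE of 0.041 to 0.050), and Slc17a7, at 2.07, was picked from this comparison. A responder transcript of the PlGF/RGS4 line that this probe set could miss stays open too, since −0.32 is what absent expression would also give. A lower expression of the transgenes in these hearts is the biological explanation, and it was not tested.

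The 9 genes of Table S1 fell by 0.85 (median, log2) in PlGF replicate 1. That a fault of the array gave the direction of its changes is argued against. Of 2269 genes changed at least 1.5-fold there, 90.3% (87.9% of the lower ones) went the same way in PlGF replicate 2. Each array was set against controls of its own sex. A fault that added to the size stays open. The lower genes had a median of −0.78 in PlGF replicate 1 and −0.21 in PlGF replicate 2. Choosing them on PlGF replicate 1 can widen this gap, by an amount that was not tested. Branched chain amino acid breakdown (−0.68 and −0.13), fatty acid oxidation (−0.62 and −0.09), oxidative phosphorylation (−0.43 and −0.09) and the tricarboxylic acid cycle (−0.42 and −0.10), lists set beforehand, had a gap too. Endothelial markers had none (−0.02 and −0.01). Such gaps do not tell a fault from a larger response of that heart, so they do not decide. A lower share of heart muscle RNA, with every other cell type raised alike, is argued against by leukocyte markers at 1.67 and endothelial markers at −0.02, a difference of 1.69 (SE 0.336); this test was added after the next one had been seen. A fall of heart muscle genes in general stays open: the 4 sarcomere and calcium handling genes of similar level (Cacna1c −0.98, Slc8a1 −0.29, Gja1 −0.91, Kcnj2 −0.75) had a median of −0.83, and all 22 such genes −0.21. A change in the leukocytes of that heart, and a response of heart muscle cells to its higher Pgf, could also give the fall and were not tested.

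Slc17a7, Casq1 and Nova1 passed against control in both transgenic groups, at 2.21, 1.45 and 0.80 in PlGF, and the differences between the groups were 0.15, −0.03 and 0.25 (adjusted p = 0.66, 0.912 and 0.0848). A chromosome segment of another strain, carried along with a transgene and holding 2 or more of these 3 genes, is argued against, with 0 pairs on 1 chromosome. This count cannot speak on a segment behind any single one of these genes, which stays open. The paper states that both lines carry the driver and that the controls are littermates with the driver or the responder alone; the labels do not say which controls carry the driver, and this was not tested. Of the 10 splits of the 6 arrays of control and PlGF/RGS4, 1 gave as many genes called, the real one with 3, against a highest of 0 in the others; for the gene lists 7 did, with 1 list in the real split and a highest of 5. The 10 splits are too few for a share under 0.05.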

How the results depend on the processing

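All of the alternatives below were chosen before the data were examined, apart from those with sex as a block, which were added after the result was seen.

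Of 12 main results, each under its alternatives, 178 values stayed within the limits set for the same result, 75 moved and 8 were weaker. For 84 results of single genes, 433 values were weaker, 16 stronger, 8 reversed in sign and 1292 none of these. These counts do not show that a change kept its size. Without PlGF replicate 1, Pink1 in PlGF versus control went from −0.62 to −0.13 and Slc25a42 from −0.62 to −0.12. Neither gene counted as weaker there. Among the main results, Adcy6 went from −0.39 to −0.16 in that fit and stayed within the limits. The 505 genes called in PlGF versus control became 131 with array weights, 0 with only the 2 groups compared (limma; 3109 at an unadjusted p under 0.05), 4 with the methods' t-test (1887 unadjusted), 11 with the one-way ANOVA spread (3635 unadjusted), 27 with the replicate number as a block and 290 without PlGF replicate 1 and with sex as a block. The share of higher genes among the called was 70.5%, and 57.7% with array median centring and 57.9% with genes above the median level, so it shifts by more than 10 points. It was 96.2% with array weights and 92.6% with the replicate block, and higher genes were the minority without PlGF replicate 2 (47.6%), with the one-way ANOVA spread (45.5%) and with the methods' t-test (25%). The 3 genes called in PlGF/RGS4 versus control became 0 with all probe sets, only the 2 groups compared, the methods' t-test, the one-way ANOVA spread, the replicate number as a block, sex as a block, and without PlGF replicate 1 and sex as a block (1393, 1774, 1345, 874, 838, 1078 and 1836 at an unadjusted p under 0.05). The 237 genes of PlGF versus PlGF/RGS4 became 110 with genes above the median level (fewer genes were tested), 1 with only the 2 groups compared, 5 with the methods' t-test, 5 with the one-way ANOVA spread, 26 with the replicate block and 138 with log2(value + 16).

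The 882 genes lower in PlGF alone became 569 with only the 2 groups compared, 337 with the methods' t-test, 191 without PlGF replicate 1 and with sex as a block, and 1901 at an unadjusted p under 0.05 with no minimum fold. The 9 Table S1 genes lower in PlGF became 5 with only the 2 groups compared, 0 with the methods' t-test (limma gives 9 at an unadjusted p under 0.05), 3 with the one-way ANOVA spread and 4 without PlGF replicate 1 and with sex as a block. Bcat2 stayed at −0.37 with the methods' t-test and with the one-way ANOVA spread but with a p above 0.05, and was −0.11 without PlGF replicate 1 and with sex as a block. Foxo3 (−0.55) and Adcy6 (−0.39) passed no such threshold with the methods' t-test. The 17 gene lists called in PlGF versus control became 15 with sex as a block (not the sarcomere and VEGF family lists), 15 with the replicate block (not the VEGF family and clock lists), 10 without PlGF replicate 1 and with sex as a block, 0 for camera with an estimated correlation and 3 with fry. The 1 list of PlGF/RGS4 versus control became 3 with array weights, 3 with only the 2 groups compared, 5 with the methods' t-test, 2 without PlGF replicate 1 and with sex as a block, 0 for camera with an estimated correlation and 0 with fry. The 16 lists of PlGF versus PlGF/RGS4 became 0 for camera with an estimated correlation and 6 with fry. The 476 shared calls became 118 at an unadjusted p under 0.01. Where fewer genes or arrays entered, that is a difference of construction; otherwise the cause was not tested.

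With each of the 8 arrays left out in turn, the genes called ran from 17 to 5921 in PlGF versus control, 0 to 1 in PlGF/RGS4 versus control and 11 to 5591 in PlGF versus PlGF/RGS4. The genes lower in PlGF alone ran from 185 to 1853, the Table S1 genes from 4 (without control replicate 1 or 2) to 9, Bcat2 from −0.58 to −0.16, Foxo3 from −0.80 to −0.31 and Adcy6 from −0.61 to −0.16. The lists called ran from 11 to 20, 1 to 3 and 14 to 20, and the shared calls from 290 to 824. The highest counts of genes in both comparisons with PlGF came without PlGF replicate 2, where PlGF replicate 1 alone stands for PlGF and the spread comes from the other 2 groups. The fits without PlGF replicate 1 rest on PlGF replicate 2 alone in the same way.

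Signs reversed for 4 small changes. Bcat2 in PlGF/RGS4 versus control, at −0.00, was above 0 without control replicate 1 or 2 (0.01 each) or PlGF/RGS4 replicate 1 or 3 (0.055 and 0.02), and −0.080 without PlGF/RGS4 replicate 2. Pcx in that comparison (0.083) was −0.036 without PlGF/RGS4 replicate 2 and at most 0.168, without PlGF/RGS4 replicate 3, and Pink1 (−0.03) was 0.015 and at least −0.059 in the same fits. Foxo3 in PlGF versus PlGF/RGS4, at −0.22, ran from −0.47 without PlGF replicate 2 to 0.029 without PlGF replicate 1, and was 0.034 without PlGF replicate 1 and with sex as a block.

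Replicate numbers do not pair the samples. Across genes, the correlations of the arrays' differences from their group means ran from −0.157 to 0.134 over 7 pairs of the same number, 1 of them above 0.1, and from −0.123 to 0.157 over 14 other pairs. The test of miR-182 seed sites was not run, with any of its alternatives.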

Differences from the paper's values

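The folds of Supplementary Table S1 lie within 0.1% of those computed here for 18 of 18 values. The paper's statistics section names ANOVA and t-tests and a p under 0.05 for its data in general and does not say which test gave the p-values of this table, so those below are limma's unadjusted ones beside the paper's. All of the alternatives named were chosen before the data were examined. A p-value is taken to differ when it is more than 1.5 times the other, so an alternative that closes a gap below comes within 1.5-fold of the paper's value and need not equal it.

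In PlGF versus control the unadjusted p was 0.0127 for Adcy6 (the paper's 0.03496), 0.00537 for Agtpbp1 (the paper's 0.02089), 0.0189 for Akap7 (the paper's 0.05218), 0.0228 for Bcat2 (the paper's 0.05522) and 0.00385 for Foxo3 (the paper's 0.01582). It was 0.0225 for Mccc1 (the paper's 0.0599), 0.0320 for Pcx (the paper's 0.07291), 0.0345 for Pink1 (the paper's 0.08357) and 0.0377 for Slc25a42 (the paper's 0.08909). The one-way ANOVA spread brings all 9 within the limit set for a difference (0.0158 for Foxo3), as does leaving out control replicate 2. Leaving out control replicate 1 does so for all but Agtpbp1, leaving out control replicate 3 for all but Foxo3, and only the 2 groups compared for all but Pcx. The replicate block closes the gap for Akap7, Pink1 and Slc25a42, array weights for Bcat2 and Pcx, the methods' t-test for Pcx, leaving out PlGF replicate 1 for Akap7 and Slc25a42, and leaving out PlGF/RGS4 replicate 3 for Bcat2. Quantile normalization, array median centring, genes above the median level, all probe sets, the trend and robust prior, log2(value + 16) and leaving out PlGF replicate 2 or PlGF/RGS4 replicate 1 or 2 close it for 0 of the 9.

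In PlGF/RGS4 versus control the unadjusted p of Foxo3 was 0.0251, against the paper's 0.26002. None of the alternatives run closes this gap; the one-way ANOVA spread gives 0.0599 and the methods' t-test 0.00455. With the one-way ANOVA spread the other 17 of the 18 p-values of the table lie within 0.1% of the paper's, and this value alone stands apart. For the other 8 genes the p-values match within the limit.

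The paper selects genes lower in PlGF and not in PlGF/RGS4 hearts. With the minimum fold and the unadjusted p chosen for this re-analysis, this holds with all arrays for 8 of the 9 genes. It does not hold for Foxo3, which was −0.33 in the arrays labelled PlGF/RGS4. The paper's table had been seen when these limits were chosen, and all 9 genes lie within them there in PlGF. Passing in PlGF is therefore not an independent check. The p in the arrays labelled PlGF/RGS4 rests on a spread shared with the PlGF arrays. In PlGF replicate 2 alone the 9 genes were 1.08-fold to 1.24-fold below the control mean, all short of that minimum fold. Adjusted over all genes, 0 of the 9 passed as lower in PlGF. The paper describes PlGF/RGS4 hearts as expressing PlGF and RGS4, and here Pgf was −0.32 and Rgs4 −0.23 from control in the arrays of that label, with Pgf at 2.67 in PlGF.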

Other observations

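The calls of genes and lists below were planned; the sex test, the simulation with PlGF changed, the separate controls, the fits with sex as a block and the reading of single arrays were chosen after the result was seen.

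Sparc, which encodes a matrix protein secreted during tissue remodelling, rose in PlGF from 4281 ± 439.8 (SD) to 7447 and 5796 (0.62 ± 0.12, SE, limma adjusted p = 0.0459; 0.137 without PlGF replicate 1 and 0.147 without control replicate 3). Col3a1, a fibrillar collagen gene, read 326 ± 57.2, then 638 and 414 (0.67, adjusted p = 0.122), Tgfb1 was at 0.58 and Col1a1 at 0.60. Of 20 fibrosis and extracellular matrix genes 1 was higher, 0 lower and 19 not passing, with 1 higher adjusted over the list alone. The median was 0.57 (adjusted p = 2.9e-04; 0.488 with an estimated correlation), and 0.04 (adjusted p = 0.0792) without PlGF replicate 1. Nppb, the natriuretic peptide gene of stretched heart muscle, read 1923 ± 566 in control, 7711 and 2227 in PlGF and 1183 ± 281 in the arrays labelled PlGF/RGS4 (1.15 ± 0.49, adjusted p = 0.223). Xirp2 was at 0.70, Enah at 0.50 and Myh7, the slow myosin of the fetal program, at −0.26 (adjusted p = 0.089, 0.21 and 0.287). Nppa, the atrial natriuretic peptide gene, read 3658 ± 457 in control and 4682 and 1424 in PlGF (−0.49, adjusted p = 0.523). Of 15 genes of fetal and pathological hypertrophy 0 were higher, 0 lower and 15 not passing, and 0 adjusted over the list alone. Their median of 0.52 (adjusted p = 0.0129; 0.488 with an estimated correlation) was 1.04 in PlGF replicate 1 and 0.00 in PlGF replicate 2, and without PlGF replicate 1 the adjusted p was 0.625.

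Prkg1, the kinase through which cGMP acts, rose in PlGF by 0.53 ± 0.08 (adjusted p = 0.0247; at most 0.0989 with 1 array left out, without control replicate 2), and Rgs3, a G protein regulator, by 0.28 (adjusted p = 0.0423; at most 0.125, without control replicate 2). Rgs2 was at −1.01 and Pik3cg at 0.99 (adjusted p = 0.0557 and 0.0628). Of 19 NO-cGMP and G protein regulators 2 were higher, 0 lower and 17 not passing. Adjusted over the list alone 5 were higher and 2 lower, and the median was 0.10 (adjusted p = 0.00681; 0.488 with an estimated correlation). Kdr, the VEGF receptor of endothelium, read 1369 ± 153, then 2206 and 1847 (0.57 ± 0.12, adjusted p = 0.0545). Of 10 genes of the VEGF family and receptors 0 were higher, 0 lower and 10 not passing, with 2 higher adjusted over the list alone and a median of 0.23 (adjusted p = 0.0483; 0.488 with an estimated correlation). That list's adjusted p was 0.0792 without PlGF replicate 1, 0.22 without PlGF replicate 2, 0.0505 without control replicate 1 and 0.051 without PlGF/RGS4 replicate 3, and 0.0648 with sex as a block and 0.0788 with the replicate block. Of 11 reference genes 2 were higher, 0 lower and 9 not passing, with 4 higher adjusted over the list alone and a median of 0.16 (adjusted p = 5.5e-04; 0.488 with an estimated correlation), which was 0.06 without PlGF replicate 1. They include B2m of the class I antigen complex (0.73 ± 0.07, adjusted p = 0.0076; 0.0519 without control replicate 3) and Actb (0.56 ± 0.09, adjusted p = 0.0263; 0.109 without control replicate 2).

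Per2, of the circadian clock, read 560 ± 47.7 in control and 270 and 326 in PlGF (−0.91 ± 0.19, adjusted p = 0.0548), and Klf15, a clock-driven metabolic regulator of heart muscle, 636 ± 44.7, then 253 and 496 (−0.84, adjusted p = 0.112). Of 18 clock genes 0 were higher, 0 lower and 18 not passing, 1 was lower adjusted over the list alone, and the median was −0.39 (adjusted p = 0.0464; 0.488 with an estimated correlation). The clock list was at −0.67 in PlGF replicate 1 and −0.09 in PlGF replicate 2, and its adjusted p was 0.19 without PlGF replicate 1, 0.0993 and 0.0661 without control replicates 2 and 3, 0.0514 without PlGF/RGS4 replicate 3 and 0.0788 with the replicate block. Sesn1 (−0.87, adjusted p = 0.0579) and Fbxo32 (−0.59, adjusted p = 0.0923) belong to the FoxO and atrophy program, with 0 higher, 0 lower and 21 not passing of 21, 3 lower adjusted over the list alone and a median of −0.19 (adjusted p = 0.0307; 0.499 with an estimated correlation). Without PlGF replicate 1 or control replicates 2 or 3 its adjusted p was 0.128 (median −0.06), 0.0642 and 0.0661. Tpm1 (−0.30), Cacna1c (−0.63) and Ryr2 (−0.73) belong to the sarcomere and calcium handling list, with 0 higher, 0 lower and 22 not passing of 22, 1 lower adjusted over the list alone and a median of −0.09 (adjusted p = 0.0413; 0.583 with an estimated correlation). Its adjusted p was 0.43 (median −0.01) without PlGF replicate 1, 0.115 without control replicate 1, 0.051 without PlGF/RGS4 replicate 3 and 0.0595 with sex as a block.

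The other lists were not called in PlGF versus control. For mTORC1 signalling and ATF4 targets 0 of 23 were higher, 1 lower and 22 not passing, with 1 lower adjusted over the list alone. The median was −0.03, the mean 0.13 and the test upward (adjusted p = 0.34). Asns (1.57) and Mthfd2 (1.33), of amino acid and folate metabolism, had adjusted p = 0.123 and 0.0927. Ribosome biogenesis had 0 higher, 0 lower and 19 not passing of 19, 0 adjusted over the list alone, a median of −0.02, a mean of 0.09 and an upward test (adjusted p = 0.21; 0.0134 and a median of 0.12 without PlGF replicate 2). The cited miR-182 targets had 0 higher, 0 lower and 5 not passing of 5, with 3 lower adjusted over the list alone and a median of −0.26 (adjusted p = 0.0732; 0.0372 without PlGF replicate 2). They include Foxo1 (−0.26), Mitf (−0.19) and Rasa1 (0.11), and share Foxo3 and Adcy6 with Table S1. Beta-adrenergic and cAMP signalling had 0, 0 and 16 of 16, 0 adjusted over the list alone, and −0.20 (adjusted p = 0.101; 0.0134 without PlGF replicate 2). Hypoxia and glycolysis had 1 higher (Pfkfb3, 1.22, adjusted p = 0.046, at most 0.158, without PlGF replicate 1), 0 lower and 18 not passing of 19, with 3 higher and 3 lower adjusted over the list alone, a median of 0.03 and a mean of −0.03 (adjusted p = 0.874). Immediate early and heat shock genes had 0 higher, 1 lower (Dusp1, −0.81, adjusted p = 0.0425, at most 0.149, without control replicate 3) and 19 not passing of 20, with 2 higher and 2 lower adjusted over the list alone and a median of 0.07 (adjusted p = 0.47; 0.0134 and 0.18 without PlGF replicate 2).

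Among the cell type lists, pericytes and smooth muscle had 1 higher (Pdgfrb, 0.39, adjusted p = 0.0459, at most 0.162, without PlGF replicate 1), 0 lower and 15 not passing of 16, with 3 higher adjusted over the list alone and a median of 0.05 (adjusted p = 0.221). Atrial myocardium had 0 higher, 0 lower and 9 not passing of 9, with 1 lower adjusted over the list alone, and −0.02 (adjusted p = 0.686). Epicardium and adipose tissue had 0 higher, 0 lower and 10 not passing of 10 each, 0 adjusted over the list alone, and medians of −0.14 and −0.12 (adjusted p = 0.47 and 0.129; for adipose tissue 0.0471 without control replicate 3). Skeletal muscle had 0 higher, 0 lower and 12 not passing of 12, 0 adjusted over the list alone, and −0.08 (adjusted p = 0.221). The median endothelial deviation was −0.02 and −0.01 in the 2 PlGF arrays. Blood cells (3 genes, median −0.14), transgenes (2 genes, 1.21) and sex-linked genes (4 genes, 0.75) were too few to test.

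The probe set of the Mir182 precursor read 14.6 ± 1.66 in control, 16.1 and 16.1 in PlGF and 16.7 ± 1.04 in the arrays labelled PlGF/RGS4 (0.13 and 0.18, limma adjusted p = 0.421 and 0.995), near the bottom of the range, and such a probe set does not measure the mature microRNA. Mir183 was at 0.05 and Mir96 at −0.08. The miR-183-96-182 cluster and microRNA machinery had 0 higher, 0 lower and 9 not passing of 9, 0 adjusted over the list alone, and a median of 0.06 (adjusted p = 0.621). Of other genes the paper names, Nos3 was at 0.02, Akt1 at −0.03, Mtor at −0.08, Bcat1 at 0.09, Myh6 at −0.06 and Vegfa at −0.32, and none passed (adjusted p = 0.912, 0.899, 0.426, 0.671, 0.56 and 0.174).

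Between PlGF and the arrays labelled PlGF/RGS4, a label that Pgf goes against, H2-Ab1 of the class II antigen complex differed by 3.60 (adjusted p = 0.0143; at most 0.0813, without PlGF/RGS4 replicate 1) and Iigp1, an interferon-induced GTPase, by 3.39 (adjusted p = 0.00268; at most 0.0277). In this comparison BC023105 was at 5.74, Nkg7 at 4.57, Ccl5 at 3.96, Ccl3 at 3.94, Cxcl9 at 3.90, Fcgr4 at 3.89, Dnase1l3 at 3.77 and Ccl8 at 3.47. Klf2, a flow-responsive endothelial gene, was at −0.52 (adjusted p = 0.0325) and Taf1a at −0.67 (adjusted p = 0.0454), and without PlGF replicate 1 these were 0.0959 and 0.048. Without PlGF/RGS4 replicate 1 they were 0.151 and 0.187. Crybb1 (−0.47), Oma1 (−0.47), Mtr (−0.43), Pgap4 (−0.40), Sgf29 (−0.40), Cebpzos (−0.39), Nudt22 (−0.39) and Tmem14a (−0.38) passed with all arrays and not without PlGF replicate 1. The arrays of these groups did not overlap for 6480 genes (32.5%, where chance gives 20%).

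Of 30 lists 16 were called between PlGF and the arrays labelled PlGF/RGS4, 10 higher and 6 lower, and 0 with an estimated correlation (adjusted p = 0.334 to 0.523). Higher were leukocytes (median 1.12, 14 higher adjusted over the list alone), cell cycle (0.65, 15), angiogenic endothelium (0.33, 5), endothelial markers (0.13, 7), NO-cGMP (0.15, 4), VEGF family (0.15, 2), reference genes (0.10, 2), fibrosis (0.51, 0) and fetal hypertrophy (0.48, 0), besides interferon response (15). Lower were branched chain amino acid breakdown (−0.36), oxidative phosphorylation (−0.23), fatty acid oxidation (−0.32), the tricarboxylic acid cycle (−0.21) and the FoxO program (−0.18), each with 0 lower adjusted over the list alone, besides Table S1. The medians without PlGF replicate 1 were 0.70 for leukocytes, 0.39 for the cell cycle, 0.13 for angiogenic endothelium, 0.01 for reference genes, 0.06 for fibrosis, −0.09 for branched chain amino acid breakdown, −0.06 for oxidative phosphorylation, −0.08 for fatty acid oxidation and −0.06 for the tricarboxylic acid cycle. Fetal hypertrophy and the FoxO program were not called without PlGF replicate 1 (adjusted p = 0.8 and 0.372), the FoxO program not without PlGF/RGS4 replicate 1 (0.182), and the VEGF family not without PlGF replicate 2 or PlGF/RGS4 replicate 1 (0.17 and 0.0679). Against control, Gpihbp1 (−0.28), Ramp2 (−0.33), Pecam1 (−0.17) and Sox18 (−0.19) were the endothelial markers with the smallest unadjusted p in the arrays labelled PlGF/RGS4, and none passed.

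Among the genes filled in for the arrays labelled PlGF/RGS4 versus control, Tmem82 was at −1.04, D7Ertd443e at −0.67, Pdgfd at −0.62, Armc2 at −0.61, Cfap20dc at −0.56, Shisa6 at −0.55, Raph1 at −0.53, Slc2a12 at −0.49, Zfp961 at −0.48 and Mfsd4b1 at −0.39. Pxylp1 (0.65), Zfp346 (0.57), Dpy19l2 (0.57), Dpy19l1 (0.49), Morn4 (0.45), Cacnb1 (0.43) and Sat2 (0.40) were filled in above control, and none of these 17 passed the adjusted test. At an unadjusted p under 0.05, 476 genes were shifted the same way in PlGF and in the arrays labelled PlGF/RGS4, 206 higher and 270 lower. With PlGF changed as measured, the other group unchanged and the controls shared, 100 simulations gave 328 to 420, with a median of 372.5; independent lists would share 59.5 higher and 53.3 lower. Across genes, which are not independent replicates, the log2 fold changes of the 2 comparisons had a correlation of 0.26 (0.149 simulated) and a covariance of 0.0105 (0.00582 simulated, at most 0.00783). The simulated noise is independent between genes, which that of real arrays is not, so these ranges are too narrow to decide. With separate controls for the 2 comparisons, 51.9% to 61.1% of 483 to 584 genes changed in PlGF went the same way in the arrays labelled PlGF/RGS4.

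The fall of the Table S1 genes in PlGF replicate 1 may go with its amount of Pgf, 4136 against 917 in PlGF replicate 2. A sex difference present without raised Pgf is argued against as its cause. Over the control and PlGF/RGS4 arrays the Table S1 genes differed between male and female hearts by a median of 0.014 (male minus female). A response to PlGF that differs by sex stays open. PlGF replicate 1 is the only male PlGF heart and PlGF replicate 2 the only female one, so sex and replicate cannot be separated. With 2 PlGF arrays the relation to Pgf cannot be tested. Measuring Pgf, leukocyte markers and the 9 genes in more PlGF hearts of a range of Pgf would test it. A measurement of Pgf and Rgs4 RNA, with primers inside the responder transgenes, in the hearts labelled PlGF/RGS4 would test whether these hearts expressed them.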
